# Effect of high fat diet on phenotype, brain transcriptome and lipidome in Alzheimer’s model mice

**DOI:** 10.1038/s41598-017-04412-2

**Published:** 2017-06-27

**Authors:** Kyong Nyon Nam, Anais Mounier, Cody M. Wolfe, Nicholas F. Fitz, Alexis Y. Carter, Emilie L. Castranio, Hafsa I. Kamboh, Valerie L. Reeves, Jianing Wang, Xianlin Han, Jonathan Schug, Iliya Lefterov, Radosveta Koldamova

## Abstract

We examined the effect of chronic high fat diet (HFD) on amyloid deposition and cognition of 12-months old APP23 mice, and correlated the phenotype to brain transcriptome and lipidome. HFD significantly increased amyloid plaques and worsened cognitive performance compared to mice on normal diet (ND). RNA-seq results revealed that in HFD mice there was an increased expression of genes related to immune response, such as *Trem2* and *Tyrobp*. We found a significant increase of TREM2 immunoreactivity in the cortex in response to HFD, most pronounced in female mice that correlated to the amyloid pathology. Down-regulated by HFD were genes related to neuron projections and synaptic transmission in agreement to the significantly deteriorated neurite morphology and cognition in these mice. To examine the effect of the diet on the brain lipidome, we performed Shotgun Lipidomics. While there was no difference in the total amounts of phospholipids of each class, we revealed that the levels of 24 lipid sub-species in the brain were significantly modulated by HFD. Network visualization of correlated lipids demonstrated overall imbalance with most prominent effect on cardiolipin molecular sub-species. This integrative approach demonstrates that HFD elicits a complex response at molecular, cellular and system levels in the CNS.

## Introduction

Alzheimer’s disease (AD) is a senile dementia characterized by senile plaques made of amyloid β and neurofibrillary tangles. Late Onset AD (LOAD) is considered a complex multifactorial disease^1^. The genome-wide association studies (GWAS) have identified the inheritance of *APOEε4* allele of Apolipoprotein E (*APOE*) as the major genetic risk factor for LOAD. In addition, there are at least 20 gene variants reported to modify the risk for LOAD^1–3^. Most prominent among those newly identified genetic factors is a rare variant of the gene encoding Triggering Receptor Expressed on Myeloid cells 2 (*TREM2*), which is associated with a significant increase in the risk of LOAD at a level close to the risk conferred by *APOEε4* allele^1, 4^.

Environmental and life-style factors such as stress^5^, diet^6^ and physical activity were shown to affect cognition^7^ and could also affect the risk of LOAD. Evidence suggests that high fat/high cholesterol diet (HFD) could modify the risk for LOAD. Experimental studies employing mouse models of AD revealed that HFD affects amyloid pathology and cognitive performance in adult mice^8–11^ and prenatally exposed offspring^12^. HFD also profoundly affects lipid metabolism and lipid composition in the brain^13, 14^. Thus, it has been suggested that altered lipid metabolism is closely connected to the development and progression of Alzheimer’s disease pathology^15, 16^. Recent studies examining the effect of HFD on phenotype, have demonstrated significant effect on both, inflammation and cognition^17, 18^ and the expression level of TREM2^18^. Epidemiological studies have pointed to the significant overlap between cardiovascular and LOAD risk factors, such as obesity, hypertension and type 2 diabetes, likely increasing the burden of dementia^19^ especially in midlife^20^.

Previously, we have reported that HFD significantly increased amyloid plaques and aggravated cognitive decline in APP23 transgenic mice fed HFD and the treatment with Liver X Receptor agonist ameliorated this effects^8^. Here, using the same AD mouse model we aimed to integrate the effects of HFD on the AD-like phenotype, brain transcriptome and lipidome. We report that HFD significantly worsens cognitive performance in correlation with a decreased expression of genes related to neuronal projections and synaptic transmission. Conversely, HFD increased immune transcriptome in brain and TREM2 immunoreactivity. We identified specific changes in brain lipidome associated with HFD in APP expressing mice by lipidomics assays, suggesting a role for lipid sub-species in AD-like phenotype in mice.

## Results

### High fat diet aggravates AD-like phenotype of middle-aged APP23 mice

#### Effect on memory

The goal was to test the effect of chronic feeding (HFD) on the phenotype of middle-aged AD model mice. We used one-year old APP23 mice fed HFD for three months and compared their learning and memory performance to those of mice fed normal diet (ND). We used HFD that supplies 40% of the calories from fat (milk fat and corn oil) compared to 16% fat calories in the ND. We specifically chose to start diet treatment in middle age because in one-year old APP23 mice the amyloid phenotype is present but not excessive, and thus this model is more relevant to human AD pathology at relatively early stages of the disease. As shown on Fig. 1A, weight gain resulting from HFD was similar in male and female mice. To examine cognitive performance, we used Morris Water Maze (MWM). There was no significant difference in cognitive performance between male and female mice on either diet (Supplementary Fig. S1) therefore the results are combined for both genders. As seen from Fig. 1B, HFD significantly affected the acquisition of spatial memory exemplified by the increased escape latency. Memory retention was also significantly reduced as indicated by the latency to enter the target quadrant in the probe trial of MWM (Fig. 1C).

**Figure 1:**
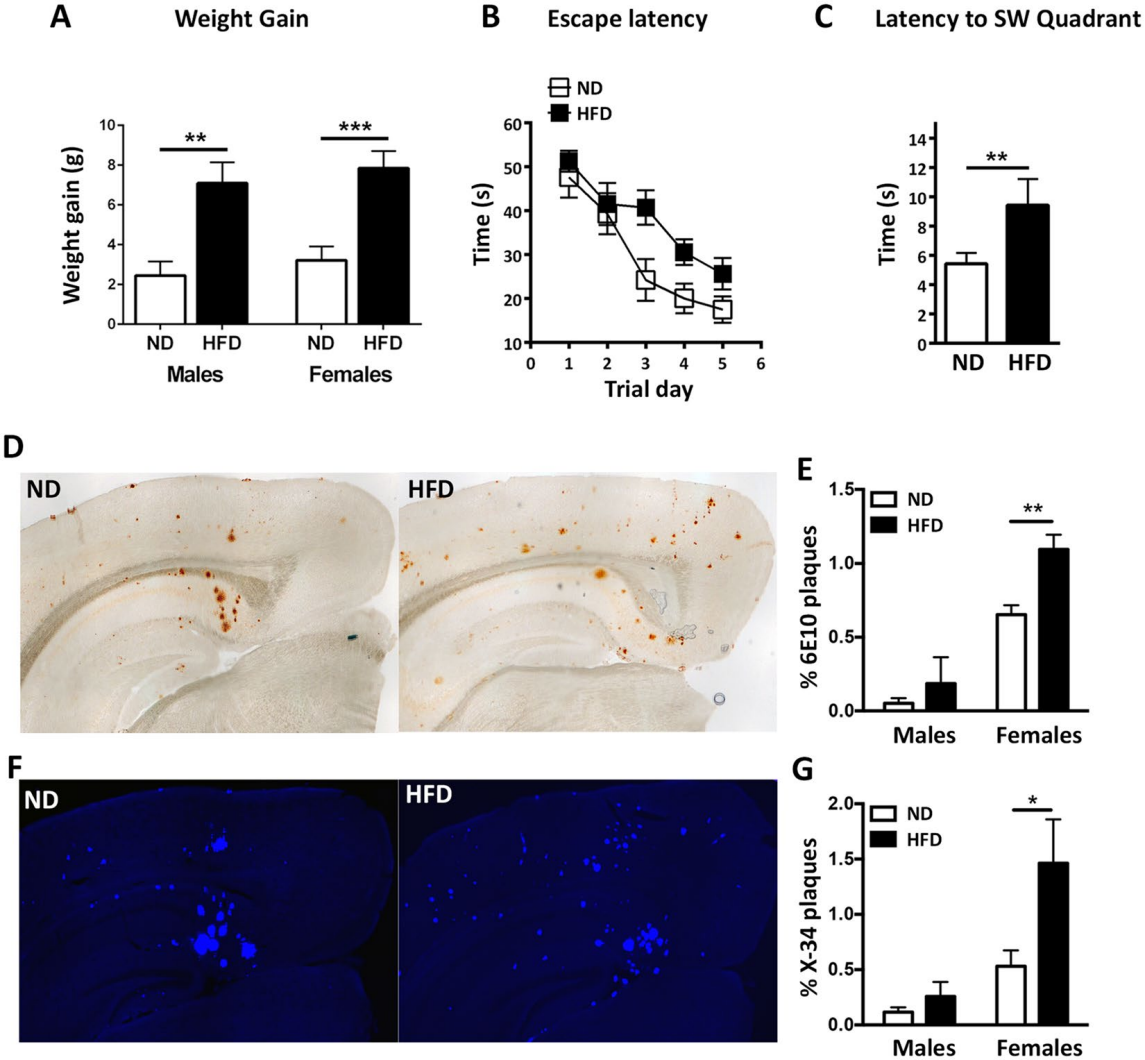
High fat diet worsens cognitive performance and increases amyloid deposition in APP23 mice. APP23 mice were fed with HFD for 3 months. (**A**) Weight gain in male and female mice. Student’s *t*-test. N = 9–11 males, 13–14 females per group. **p < 0.01; ***p < 0.001. (**B**) Acquisition trial of MWM (Escape latency). Statistic by two-way ANOVA. No interaction between trial day and diet; significant main effect of diet (F_(1,110)_ = 11.24, p = 0.0011) and trial day (F_(4,110)_ = 12.38, p < 0.0001). (**C**) Probe trial of MWM (latency to the target). Student’s *t*-test. (**B**,**C**) N = 5–7 mice gender/group. (**D–G**) Amyloid plaques in cortex and hippocampus of APP23 mice on ND and HFD were analyzed by two-way ANOVA followed by Sidak’s multiple comparison test. Representative images (**D**) and quantification (**E**) of Aβ deposits (6E10 staining). No interaction between diet and gender and significant effect of diet (F_(1,12)_ = 29.92, p = 0.0001) and gender (F_(1,12)_ = 40.58, p = 0.0001). On the graph is shown the result of Sidak’s post-hoc test. Representative images (**F**) and quantitation (**G**) of X-34 fibrillary amyloid plaques. No interaction and significant main effect of diet (F_(1,12)_ = 5.32, p = 0.004) and gender (F_(1,12)_ = 12.11, p = 0.003). On the graph is shown the result of Sidak’s post-hoc test. For D-G N = 4–5 male, 5 female mice per group. *p < 0.05 and **p < 0.01.

#### Effect on amyloid deposition

Our previous data demonstrated that HFD increases amyloid deposition in APP23 mice^8^. To confirm this, total Aβ plaques (including diffuse and fibrillar) were visualized using 6E10 anti-Aβ antibody (Fig. 1D) and compact amyloid plaques assessed by X-34 staining (Fig. 1F). As visible on Fig. 1E and G, there was a significant diet and gender effect on 6E10-positive Aβ plaques as well as on X-34 labeling compact amyloid plaques, respectively. While HFD affected males and females similarly the females had significantly more amyloid in each diet group. The effect of diet on plaques was not a result of an increase in full length Aβ precursor protein (APP), as it was unaffected by HFD (Supplementary Fig. S4A and B). We also observed a significant decrease in ABCA1 protein level following HFD whereas APOE protein level was unchanged (Supplementary Fig. S4A and B). Collectively these results confirm our previous study^8^ and we conclude that in this model HFD aggravates AD-like phenotype.

### HFD affects the expression of genes involved in immune response, and those related to neuron differentiation and transcription

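APP23 mice carry a human amyloid precursor protein transgene with a familial Alzheimer's disease mutation, and the RNA came from their cortex after 3 months on a diet with 40% of calories from fat (HFD) or on a normal diet with 16% (ND), begun at a mean age of 11.7 months. The RNA-seq values used here come from 6 ND females, 5 HFD females, 4 ND males and 4 HFD males, each mouse a separate library, where the legend of Fig. 2 gives 5 HFD mice of each gender. The authors made mRNA libraries, sequenced them on an Illumina instrument and counted reads per gene with Subread and featureCounts on mouse build mm9. Their table holds for every mouse the count and the RPM (reads scaled to a common library total) of 14996 genes, each over 1 RPM in at least 2 libraries. Library totals ran from 11727151 to 17178044 reads in ND females (median 14692490), 12881713 to 15659894 in HFD females (median 14210935), 9308206 to 10264393 in ND males (median 9921257) and 10207218 to 10844280 in HFD males (median 10271266). From the counts, the quasi-likelihood test of edgeR compared HFD with ND in females, in males and in both sexes together with sex in the model. It also tested whether the difference depended on sex. The paper names edgeR but not the kind of test. Genes named are those the paper names, those with the smallest p of each comparison and up to 4 of each gene list. Written down before the values were seen, 51 lists were tested with camera, which compares a list's genes with all others, at a preset correlation between genes of 0.01 and again with the correlation estimated from these libraries. Only 1 list, the neuronal and transcription genes that the paper names, keeps an adjusted p under 0.05 with the estimated correlation, and it was chosen from these samples.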

To examine if HFD affects transcriptome, we performed RNA-seq using RNA extracted from cortices of the same APP23 mice. As seen on Fig. 2A, we found similar numbers of differentially expressed genes: in females - 597 up- (red) and 632 down- (blue) regulated genes were affected by HFD, and in males - 631 up- and 654 down-regulated genes using a p-value of p < 0.05 as a cut off. 

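In females on HFD the lower genes with the smallest p were Dlx1, a homeobox factor of inhibitory interneurons (log2 fold change -0.77, SE 0.12), Sp8, a zinc finger factor of the same lineage (-1.85, SE 0.29), and Zic4, a zinc finger factor of midline and thalamic neurons (-1.34, SE 0.23). Irs2, an insulin receptor substrate (-0.59, SE 0.11), and A230065H16Rik, a transcript without a named function (-2.78, SE 0.46), were lower too. The higher ones were Slco1a4, an anion transporter of brain endothelium (0.34, SE 0.06), Hvcn1, a proton channel of immune cells (0.38, SE 0.08), and Fam46c, an interferon-inducible poly(A) polymerase (0.87, SE 0.18). Cd72, a lectin receptor of B cells and microglia (1.36, SE 0.30), and Rtp4, an interferon-induced chaperone (0.95, SE 0.21), were also among them. In males the higher ones were Irf7, the regulator of type I interferon (1.45, SE 0.24), Slitrk1, a synaptic adhesion protein (0.34, SE 0.07), and Rprm, a p53 target that halts the cell cycle (0.55, SE 0.11), with Jph1, a junctophilin (0.57, SE 0.12), and Manea, a Golgi endomannosidase (0.23, SE 0.05). The lower ones in males were Klf4, a stem cell factor (-0.75, SE 0.13), Sox21, a neural progenitor factor (-0.59, SE 0.12), Hmgn1, a nucleosome-binding protein (-0.37, SE 0.07), Rrp8, a nucleolar methyltransferase (-0.45, SE 0.09), and Rhbdl3, a rhomboid-like protein (-0.48, SE 0.10). Of 14756 genes tested in females, 579 were higher and 664 lower at an unadjusted p under 0.05, with 738 called in all if nothing differed. Of 14293 in males, 601 were higher and 601 lower, with 715 by chance. No gene passed an adjusted p of 0.05 in either sex with the quasi-likelihood test of edgeR (smallest adjusted p = 0.13 in females and 0.553 in males) or with limma-voom. DESeq2 called 16 higher and 32 lower in females and 3 and 2 in males (Irf7, Slitrk1 and Rprm higher, Baiap2l1 and Dgkk lower), and edgeR's exact test 24 and 27 in females and 4 and 7 in males. The 22 genes labelled in Fig. 2A, which the authors picked from these samples, divide in both sexes together into 12 higher and 10 lower, all at an unadjusted p under 0.05. Without HFD female F1252 the higher genes in females numbered 381. Without ND male F1079 the male counts were 337 higher and 380 lower, and without HFD male F1065 347 and 392. At an adjusted p under 0.05, leaving out ND female F1102 brought 2 lower genes (Sp8 and Scgn), ND male F1128 1 higher and 1 lower (Rpl21 and Baiap2l1), and HFD male F1145 1 lower (Sik1). Baiap2l1, Dgkk, Scgn and Rpl21 are named only because these tests called them, after their values were seen. Scaling by library totals left the female counts at 502 and 696 and moved the male ones to 405 and 875, and limma on log2 RPM gave 907 lower in males. With the olfactory bulb list as a covariate the counts were 253 higher and 222 lower in females and 321 and 405 in males, and with the homeostatic microglia list 321 and 418 in females and 241 and 286 in males.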

Importantly, HFD induced similar changes in Gene Ontology (GO) categories in both genders (Supplementary Fig. S2A and B). 

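Genes switched on by interferon were higher on HFD in both sexes: of 43 measured in females, 38 were higher at an unadjusted p under 0.05 and 0 lower (median log2 fold change 0.62), and of 37 in males 14 and 0 (median 0.35). Among them in both sexes together were Trim30a, a tripartite motif protein (log2 fold change 0.83, SE 0.14), and Zbp1, a sensor of viral nucleic acid (1.65, SE 0.34), which the count filter drops without any 1 of 10 females, all but ND female F1073. So were Irgm1, an immunity-related GTPase (0.49, SE 0.11), Bst2, the antiviral protein tetherin (0.76, SE 0.19), and Ifi44, a cytoplasmic interferon-induced protein (1.00, SE 0.23). Genes that rise in microglia around amyloid, the disease-associated set, had 17 higher and 0 lower of 30 in females and 12 and 1 of 28 in males. Among them were Ctsb, the lysosomal protease cathepsin B (0.20, SE 0.05), Fth1, the heavy chain of ferritin (0.23, SE 0.07), and Ccl6, a chemokine of myeloid cells (1.23, SE 0.36). Genes of resting microglia had 9 higher and 0 lower of 16 in both sexes together, with Csf1r, the receptor that keeps microglia alive (0.22, SE 0.07), and P2ry13, a purinergic receptor (0.25, SE 0.08), among the higher ones. Antigen presentation genes had 9 higher of 18, with B2m, the light chain of class I molecules (0.44, SE 0.11), H2-D1 (0.43, SE 0.12) and H2-K1 (0.36, SE 0.10), both class I heavy chains, and Ctss, the protease of class II loading (0.50, SE 0.14). No gene of the 4 lists passed an adjusted p of 0.05 over all genes in all libraries with the quasi-likelihood test of edgeR or limma-voom. DESeq2 and the likelihood ratio test of edgeR each passed 18 interferon-stimulated genes, 5 disease-associated ones (Ctsb, B2m, Tyrobp, H2-D1 and Ccl6), 3 of antigen presentation (B2m, H2-D1 and Ctss) and 0 of resting microglia. Scaling by library totals and limma on log2 RPM each passed Irf7 and Trim30a. With the quasi-likelihood test Trim30a passed without ND female A1092, HFD female F1094 or HFD male F1145 (adjusted p = 0.0168, 0.00801 and 0.038). Irf7 passed it without ND female A1092 or HFD female F1094 (adjusted p = 0.0187 and 0.0113), and Irgm1, B2m and Ctsb without ND female A1092 (adjusted p = 0.0187, 0.0315 and 0.0315). In all libraries, when adjusted over the list alone, 41 of 44 interferon-stimulated genes passed it in both sexes together. So did 20 of 30 disease-associated ones (19 of them higher), 8 of 16 of resting microglia and 7 of 18 of antigen presentation. By camera the lists were higher at adjusted p = 9.83e-37 for interferon-stimulated genes, 4.15e-11 for disease-associated microglia, 5.78e-07 for resting microglia and 1.94e-08 for antigen presentation. With an estimated correlation the adjusted p = 0.0746, 0.171, 0.159 and 0.171. With the mean of the resting microglia list as a covariate, a test added after the data were seen, the disease-associated list lost its call by camera at the preset correlation and the interferon-stimulated list kept it. The diet coefficient of the interferon-stimulated mean fell with this covariate from 0.582 (SE 0.133) to 0.307 (SE 0.121). More microglia therefore cannot be told apart from a response within cells. The paper names 6 genes of the interferon list and 5 of the disease-associated one, so that these 11 are not independent evidence.

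**Figure D1:**
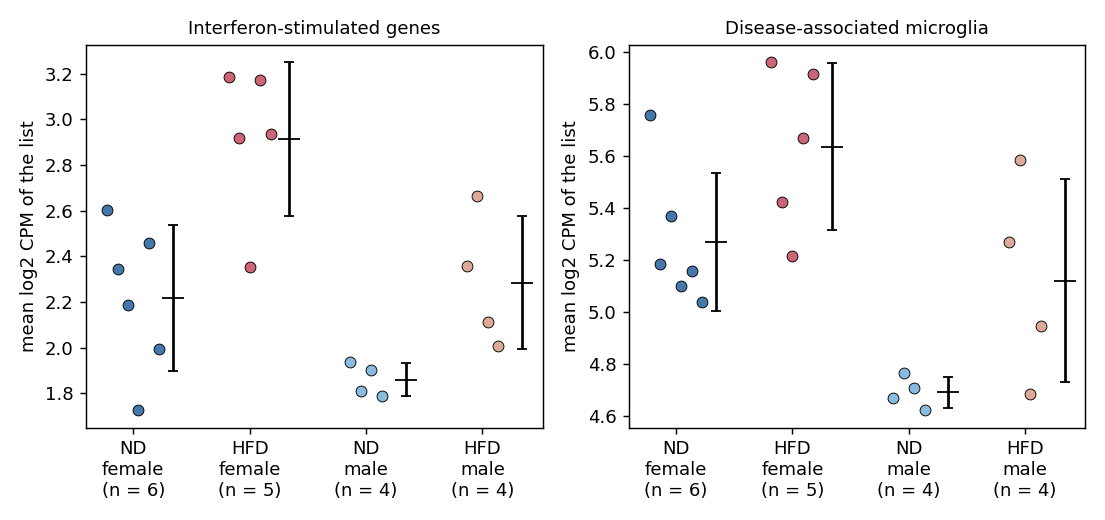
Mean log2 CPM of the interferon-stimulated list and the disease-associated microglia list in each cortex library; bars give mean and SD of the group.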

GO analysis revealed that Biological Process categories most significantly up-regulated by the diet in both genders are “Immune system process” and “Innate immune response”. 

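Immediate early genes, which neurons transcribe within minutes of activity, were lower on HFD: of 40 measured in both sexes together 13 were lower at an unadjusted p under 0.05 and 0 higher, with a median log2 fold change of -0.25. They include Fosb, a partner of Jun proteins (log2 fold change -0.55, SE 0.13), and Sik1, a kinase induced by cyclic AMP (-0.48, SE 0.13). Females had 13 lower and males 2, with none higher. No gene of the list passed an adjusted p of 0.05 over all genes in all libraries with the quasi-likelihood test of edgeR or limma-voom, and 6 passed the former when adjusted over the list alone. DESeq2 and the likelihood ratio test of edgeR passed 4 (Fosl2, Klf4, Fosb and Sik1), limma on log2 RPM Fosl2 and Klf4, and scaling by library totals Klf4. With the quasi-likelihood test Klf4 passed without ND female A1092 or HFD female F1094, and Sik1 and Fosl2 without HFD male F1145 (adjusted p = 0.038 and 0.038). By camera the list was lower at adjusted p = 1.15e-11, and with an estimated correlation adjusted p = 0.171. Genes of neuron projections and their cytoskeleton did not move as a group in both sexes together (2 higher and 7 lower of 43, adjusted p = 0.822). Nrxn2, a presynaptic adhesion protein (-0.17, SE 0.05), and Dpysl3, a collapsin response mediator (-0.20, SE 0.07), were lower, and Kif5b, the heavy chain of kinesin (0.15, SE 0.05), was higher. In females 0 were higher and 5 lower (lower by camera at adjusted p = 0.00818; adjusted p = 0.259 with an estimated correlation), and in males 2 were higher and 2 lower (higher at adjusted p = 0.0378; 0.683 with an estimated correlation). The paper names 7 of the immediate early genes, which therefore are not independent evidence.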

Most significant down-regulated category in both genders was “Transcription” and “Neuron projections” in males, and “Nervous system development” and “Neuron projection development” in females (Supplementary Fig. S2A and B).

**Figure 2:**
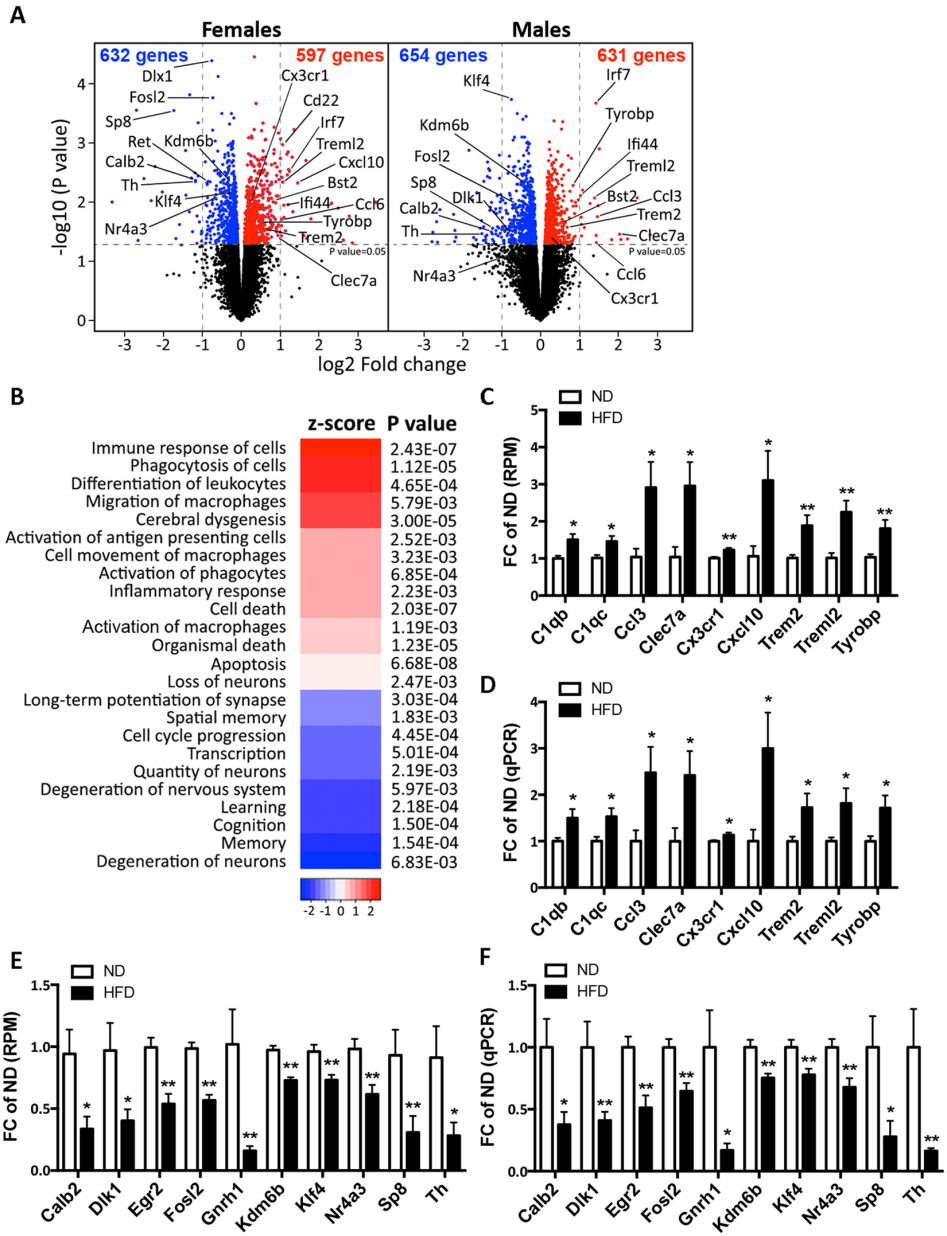
HFD affects the expression of genes associated with immune response and neuron differentiation. RNA-seq was performed on RNA isolated from cortices of APP23 mice shown on Fig. 1. ND, N = 4–6/gender; HFD, N = 5/gender. (**A**) Volcano plot representing the RNA-seq results. Red indicates up-regulated genes by HFD; blue down-regulated genes at a cutoff p < 0.05. (**B**) Heatmap representing the z-score of diseases/function annotations significantly affected by HFD (calculations by IPA). Positive z-score (red) indicates a predicted up-regulated function and negative z-score (blue) is a down-regulated function. (**C** and **D**) Significantly changed genes associated with “Immune response” and “Inflammation” in RNA-seq datasets (**C**) and qPCR validation (**D**). (**E** and **F**) Genes related to “Neuron Differentiation” and “Regulation of transcription” in RNA-seq (**E**) and qPCR validation assays (**F**). Fold change (FC) of ND was calculated from the number of reads per million (RPM) for each gene and each sample. For C and E, statistics is by edgeR. For D and F, statistics is by *t*-test, *p < 0.05; **p < 0.01. N = 9–10.

Next, to identify commonly affected genes in males and females, we compared the lists of differentially affected transcripts in both genders. 

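In both sexes together the higher genes with the smallest p, beyond Trim30a, were Irf7 (log2 fold change 1.28, SE 0.23), the poly(A) polymerase gene Fam46c (0.90, SE 0.16), the receptor gene Cd72 (1.33, SE 0.24) and Cd22, a sialic acid receptor that restrains phagocytosis by microglia (1.05, SE 0.20). The lower ones were Klf4, Hectd2, a ubiquitin ligase (-0.33, SE 0.06), Map3k19, a kinase (-0.53, SE 0.10), Col6a3, a chain of collagen VI (-0.74, SE 0.14), and Pim1, a serine/threonine kinase induced by cytokines (-0.55, SE 0.11). Of 14250 genes tested in each sex, 73 were higher in females and in males at an unadjusted p under 0.05, where 22.7 would be shared by chance (3.21 times as many), and 68 were lower, where 27.1 would be (2.51 times). Trim30a, Irf7 and Fam46c are among the shared higher genes, and all 5 lower genes named above among the shared lower ones; Cd72 and Cd22 were too low in count to be tested in males. Called lower in females and higher in males were 4 genes: Snhg14, C1qtnf4, Map1s and Mrpl53, the last 3 named after their values were seen. Col6a3 lost the male call without ND male F1080 (-0.44). Snhg14 lost the female call without ND females F1073, F1102, F1104 or F1139 or HFD females F1063, F1094, F1100 or F1252 (-0.20 to -0.14), and Mrpl53 the male call without ND males F1079 or F1128 or HFD males A1095, F1065 or F1129 (0.20 to 0.28). The shared genes were drawn from 541 higher and 645 lower in females and 599 and 598 in males. Of 2238 genes called in either sex, 1575 (70.4%) had the same sign in the other, against 56.8% of all genes. At an adjusted p under 0.05 the quasi-likelihood test of edgeR shared 0 genes. Of the tests that left out 1 mouse, those without ND female A1092 (114 higher), HFD male F1065 (38 higher), ND female F1104 (44 lower), ND male F1079 (42 lower) and ND male F1128 (105 lower) moved a count by more than 1.5 times. So did the olfactory bulb list as a covariate (13 higher and 11 lower), the homeostatic microglia list as one (12 and 14) and limma on log2 RPM (109 lower).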

We found 301 common genes which were significantly up-regulated and 165 that were significantly down-regulated by HFD in males and females. To examine the predicted activation state of diseases and function categories, we used Ingenuity Pathway Analysis (IPA) software and calculated “z-score”. 

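Genes by which phagocytes take up dying cells had 8 higher and 1 lower of 21 in both sexes together at an unadjusted p under 0.05. Outside that list Inpp5d, which encodes the phosphatase SHIP1 of microglia, was higher (log2 fold change 0.21, SE 0.07). Of 30 genes of the apoptosis machinery 4 were higher and 1 lower: higher were Bad, a BH3-only protein that promotes cell death (0.18, SE 0.05), Tnfrsf1a, the main receptor of tumour necrosis factor (0.25, SE 0.09), and Pmaip1, which encodes the BH3-only protein NOXA (0.35, SE 0.14), and lower was Apaf1, the scaffold of the apoptosome (-0.17, SE 0.07). Pmaip1 lost the call without HFD female F1252 or HFD male F1129 (0.29 to 0.31). Complement genes had 8 higher and 0 lower of 17, with C3ar1, the receptor of the C3a fragment, higher (0.49, SE 0.16). No gene of the 3 lists passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, while DESeq2 and the likelihood ratio test of edgeR passed the 3 C1q genes, and the quasi-likelihood test C1qb without ND female A1092. Adjusted over the list alone, 7 phagocytosis, 1 apoptosis and 6 complement genes passed the quasi-likelihood test, all higher. By camera the phagocytosis list was higher at adjusted p = 0.00136 and the complement list at 7.32e-07 (adjusted p = 0.149 and 0.144 with an estimated correlation), and the apoptosis list did not pass (adjusted p = 0.482). The phagocytosis list passed in females (adjusted p = 0.00104; 0.187 with an estimated correlation) and not in males (adjusted p = 0.101). The phagocytosis list shares 3 genes with the immune genes and 2 with the apoptosis genes that the paper names. The complement list shares 3 with those immune genes, and 3 with the phagocytosis list. Chosen by the authors from these samples, the named genes are not independent evidence. IPA z-scores were not computed here.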

The results shown on Fig. 2B demonstrate that functions related to immune response, phagocytosis, migration of macrophages, apoptosis and inflammation had an increased activation state in the HFD group. In contrast, memory, transcription, cell cycle progression and quantity of neurons were among the most significant down-regulated functions in the HFD group.

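Genes of cortical inhibitory interneurons had 9 lower and 0 higher of 27 in both sexes together at an unadjusted p under 0.05, with a median log2 fold change of -0.22. The lower ones include the homeobox factors Dlx1 (log2 fold change -0.73, SE 0.17) and Dlx2 (-0.46, SE 0.15). Genes of adult neurogenesis had 11 lower and 1 higher of 27, among them Igfbpl1, a marker of young neurons (-0.83, SE 0.21), and Sox4, a factor of their maturation (-0.49, SE 0.15). Genes of glutamatergic cortical neurons had 0 higher and 0 lower of 22. No gene of these lists passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, while DESeq2 and the likelihood ratio test of edgeR passed Dlx1 and Igfbpl1 among others. Adjusted over the list alone, 7 interneuron and 5 neurogenesis genes passed the quasi-likelihood test, all lower. By camera the interneuron list was lower at adjusted p = 5.47e-05 and the neurogenesis list at 5.29e-05 (adjusted p = 0.0746 and 0.159 with an estimated correlation), while the glutamatergic list tended higher without passing (adjusted p = 0.0514; 0.569 with an estimated correlation), and in males alone was higher (adjusted p = 0.00251; 0.452 with an estimated correlation). In HFD female F1063 and in HFD male F1065 the mean of the interneuron list, 4.87 and 4.93 in log2 CPM, lay below that of every other mouse of its group. The neurogenesis list shares 4 measured genes with a list of the olfactory bulb, where adult-born neurons settle, and the interneuron list shares 1. The olfactory bulb list was lower beside them, at an unadjusted p under 0.05 with 12 of 17 genes lower and 0 higher in females and 2 of 19 and 0 in males. Fig. 2A labels 2 genes of the interneuron list and 3 of the neurogenesis list, which are not independent evidence.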

### Validation of RNA-seq results

For further validation, we chose genes from categories commonly affected in both genders namely “Immune response”, “Neuron differentiation” and “Regulation of transcription”. The genes were assessed by qPCR, Western Blot (WB), and immunohistochemistry (IHC). Because the fold change in males and females was similar, we combined the results for both genders. 

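The genes with the smallest p for a response to HFD that differs between the sexes were Pknox1, a TALE homeobox factor (log2 fold change 0.01 in females and -0.40 in males), Snhg14, the host transcript of small nucleolar RNAs of the Prader-Willi region (-0.18 and 0.34), and Gsr, glutathione reductase (0.13 and -0.30). With both sexes in 1 model, 894 of 14934 genes were higher and 941 lower on HFD at an unadjusted p under 0.05, and none passed an adjusted p of 0.05 with the quasi-likelihood test of edgeR (smallest adjusted p = 0.0611) or with limma-voom. DESeq2 passed 63 higher and 62 lower genes and the likelihood ratio test of edgeR 64 and 60. With the quasi-likelihood test 12 higher and 11 lower passed without ND female A1092, 8 and 2 without HFD female F1094, 3 and 3 without HFD male F1145, and 0 and 1 without HFD female F1076. For the difference between the sexes, 423 genes had a higher and 355 a lower log2 fold change in males than in females at an unadjusted p under 0.05, where 747 in all would be called by chance. The erythrocyte list as a covariate moved these to 808 and 553 and leaving out ND male F1080 the first to 678, while scaling by library totals gave 273 higher. The counts of both sexes together fell to 570 and 488 with the olfactory bulb list as a covariate and 510 and 530 with the homeostatic microglia list. No gene passed an adjusted p of 0.05 for the difference between the sexes with the quasi-likelihood test or the likelihood ratio test of edgeR, with DESeq2 or with limma-voom (smallest adjusted p = 0.903 with the quasi-likelihood test). Of the 51 gene lists, 14 differed between the sexes by camera at an adjusted p under 0.05 and 0 with an estimated correlation. Interferon-stimulated genes were higher by less in males (adjusted p = 0.000485; 0.869 with an estimated correlation), and synaptic vesicle genes had higher log2 fold changes in males than in females (adjusted p = 0.000289; 0.662 with an estimated correlation). In simulated data of the same design a 2-fold interaction was called for 72% of genes and a 1.25-fold one for 12%, so differences of the smaller size would mostly be missed. Genes in these data varied independently, and the rates may not hold for the real libraries.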

On Fig. 2C and D are shown RNA-seq and qPCR results, respectively, for genes related to immune response, including *Trem2*, *Treml2*, *Tyrobp*, *Cx3cr1*, *Ccl3*, *Clec7a* and complement components. 

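All 9 genes of Fig. 2C were higher on HFD at an unadjusted p under 0.05 in both sexes together. Treml2, a receptor of myeloid and lymphoid cells near Trem2 in the genome, was higher (log2 fold change 1.11, SE 0.23), and so was Tyrobp, the adaptor through which TREM2 signals (0.66, SE 0.19). Cx3cr1, the microglial receptor of fractalkine, was higher by the least (0.26, SE 0.07). Clec7a, a pattern recognition receptor of microglia near plaques (1.25, SE 0.42), and the chemokines Ccl3 (1.12, SE 0.37) and Cxcl10 (1.36, SE 0.30), which draw in myeloid cells and T cells, were higher by the most. None passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or with limma-voom, while DESeq2 passed 5 (Treml2, Tyrobp, Cxcl10, C1qb and C1qc) and the likelihood ratio test of edgeR also 5. With the quasi-likelihood test Tyrobp and C1qb passed without ND female A1092 and Treml2 without HFD female F1094 (adjusted p = 0.0422, 0.0482 and 0.0386). All 9 were called whichever mouse was left out, and 2 of them with the olfactory bulb list as a covariate (median log2 fold change from 0.68 to 0.38) and 2 with the homeostatic microglia list (to 0.11). Because the authors chose them from these samples, their joint shift is not independent evidence of an immune response. Of the 11 immune genes named in the text, 10 were higher at an unadjusted p under 0.05, and the same 10 when adjusted over that list alone.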

As visible from Fig. 2B, another up-regulated category in mice on HFD was apoptosis that is interconnected with immune response^21, 22^. 

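Sp110, a nuclear body protein induced by interferon, was higher on HFD at an unadjusted p under 0.05 (log2 fold change 0.91, SE 0.23). So were Aim2, a sensor of cytosolic DNA that builds an inflammasome (0.41, SE 0.16), and Naip2, the inflammasome sensor of a bacterial secretion rod (0.59, SE 0.17). Ncf1, a subunit of the phagocyte NADPH oxidase (0.39, SE 0.12), and Melk, a kinase of dividing progenitors (0.48, SE 0.20), were also higher, and the stress-induced Gadd45b (-0.36, SE 0.12) and Gadd45g (-0.26, SE 0.10) lower. Bok, a BCL2 family effector (0.20, SE 0.10), and Casp1, the inflammasome protease (0.27, SE 0.17), were higher without passing. In both sexes together 11 of the 13 genes of Supplementary Fig. S3 passed an unadjusted p of 0.05, and 9 of them did so whichever mouse was left out. Aim2 lost the call without HFD female F1252 (0.32), and Melk without ND female F1074 (0.38), ND female F1104 (0.42), HFD female F1063 (0.44), HFD female F1252 (0.40), ND male F1079 (0.44) or HFD male F1145 (0.41). None passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, and Sp110 did with DESeq2. The likelihood ratio test and DESeq2 also placed Bok under an unadjusted p of 0.05, and without ND female A1092 all 13 were. The median size of the 13 log2 fold changes was 0.39, and with a list as a covariate it was 0.29 for the olfactory bulb (6 called), 0.37 for erythrocytes (6 called) and 0.22 for homeostatic microglia (2 called). The 13 were chosen by the authors from these samples and are not independent evidence; Sp110 also belongs to the interferon-stimulated list.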

On Supplementary Fig. S3 are shown RNA-seq results demonstrating statistically significantly increased genes by HFD, related to apoptosis - such as *Aim2*, *Sp110* and *Stat1*.

The effect of HFD on mRNA expression of genes related to neuronal differentiation and regulation of transcription is shown on Fig. 2E (RNA-seq) and F (qPCR): included are genes related to neurogenesis (*Gnrh1* and *Dlk1)*, transcription factors (*Klf4* and *Nr4a3/NOR1)*, early growth response genes (*Egr2* and *Fosl2)*, and neurotransmitter release (*Slc32a1/VGat*). 

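All 10 genes of Fig. 2E were lower on HFD at an unadjusted p under 0.05 in both sexes together. Gnrh1, the gonadotropin-releasing hormone of septal and hypothalamic neurons, had the largest log2 fold change (-2.18, SE 0.50) on 123 reads in all 19 libraries, and Dlk1 (-1.29, SE 0.51), Sp8 (-1.33, SE 0.33), Calb2, the calcium-binding protein calretinin of interneurons (-1.13, SE 0.33), and Th, the enzyme that begins dopamine synthesis (-1.17, SE 0.37), followed. Of the activity-induced genes Egr2 (-0.72, SE 0.23), Fosl2 (-0.65, SE 0.14) and Nr4a3 (-0.56, SE 0.20) were lower, and so were Klf4 (-0.45, SE 0.08) and Kdm6b, a demethylase of histone H3 (-0.37, SE 0.08). None passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, while DESeq2 passed 5 of the 10 (Fosl2, Gnrh1, Kdm6b, Klf4 and Sp8) and the likelihood ratio test 6. With the quasi-likelihood test Klf4 passed without ND female A1092 or HFD female F1094, Kdm6b without ND female A1092 and Fosl2 without HFD male F1145. With 1 mouse left out 9 or 10 stayed called: Dlk1 lost the call without ND male F1079 (-1.10), and Gnrh1 had too few reads to be tested without ND female F1104 or ND female F1139. With the olfactory bulb list as a covariate 6 of the 10 were called (median log2 fold change from -0.93 to -0.49), and 7 with the homeostatic microglia list (to -0.83). The olfactory bulb covariate holds Calb2, Sp8 and Th themselves, so part of their loss is built in. The authors chose the 10 from these samples, so they are not independent evidence. Calb2, Sp8 and Th belong to a list of 20 genes of the olfactory bulb, of which 15 were lower and 0 higher (median log2 fold change -1.08). The list was lower by camera at adjusted p = 1.08e-13 (0.159 with an estimated correlation), with Slc6a3, the dopamine transporter (-1.39, SE 0.38), and Sall3, a factor of its dopaminergic interneurons (-0.59, SE 0.17), among them. Its mean in log2 CPM was 2.81 in ND females, 1.87 in HFD females, 4.37 in ND males and 3.27 in HFD males. Genes of the hypothalamus, septum and basal forebrain, Gnrh1 among them, had 11 lower of 20 (adjusted p = 1.43e-09; 0.171 with an estimated correlation), including Zic1, a zinc finger factor of septal neurons (-1.04, SE 0.27), and Magel2, a gene of the Prader-Willi region in hypothalamic neurons (-1.14, SE 0.34).

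**Figure D2:**
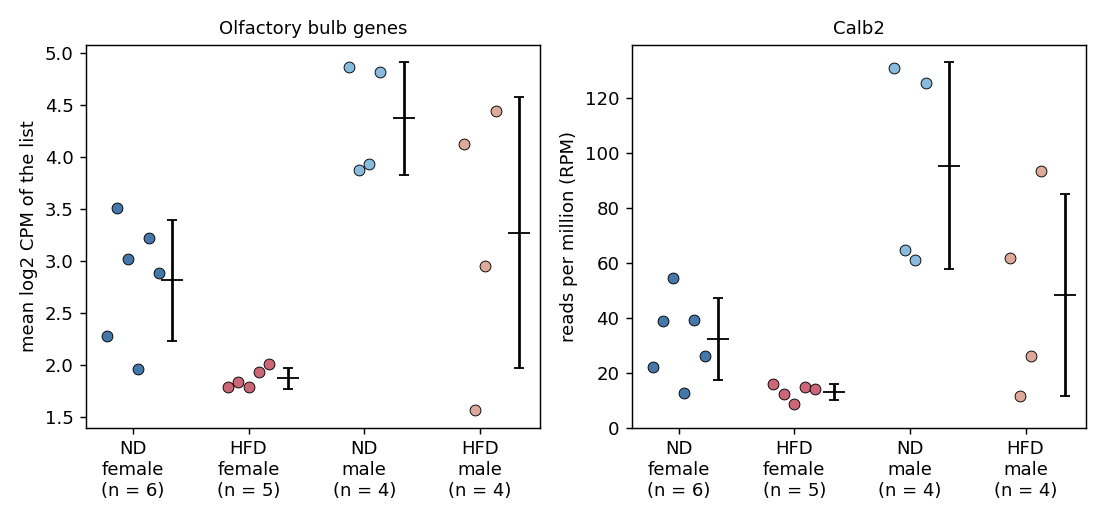
Mean log2 CPM of the olfactory bulb list and RPM of Calb2 in each cortex library; bars give mean and SD of the group.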

*Dlk1* (delta-like homologue 1) is an atypical NOTCH ligand that is important for adult neurogenesis^23^. *Klf4* (Krüppel-like factor–4) is a transcriptional factor expressed in neural stem cells^24^ and has a role in neuronal differentiation^25^. To validate RNA-seq results we analyzed the level of proteins, coded by these genes, using WB. As seen on Supplementary Fig. S4C–F, DLK1 and KLF4 protein level was significantly decreased in mice on HFD.

We examined also protein level of vesicular GABA transporter (*Slc32a1/VGat*), which has a role in neurotransmitter release. *Slc32a1/VGat* is expressed in inhibitory GABAergic neurons and affects cognitive performance^26^. IHC results demonstrated a significant decrease of VGAT staining (Supplementary Fig. S5A–D). In contrast, HFD had no effect on mRNA and protein level of vesicular glutamate transporter *Slc17a7/VGut*, also involved in neurotransmitter release^27^ (Supplementary Fig. S5E–G). 

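Slc17a7, the vesicular transporter that loads glutamate in cortical excitatory neurons, had a log2 fold change of 0.08, SE 0.09 on HFD in both sexes together, with mean RPM of 1248 in ND females, 1201 in HFD females, 1262 in ND males and 1475 in HFD males. In males alone it was higher (0.26, SE 0.11, unadjusted p under 0.05), a call lost without ND male F1079 (0.16), ND male F1128 (0.26), HFD male F1065 (0.19) or HFD male F1145 (0.26). Slc32a1, the transporter that loads GABA and glycine, was lower without passing (log2 fold change -0.30, SE 0.15) in both sexes together, with RPM of 132 ± 34 (SD) in ND females, 111 ± 29.1 in HFD females, 120 ± 29 in ND males and 89.3 ± 18.9 in HFD males. The quasi-likelihood test of edgeR and limma-voom left it over an unadjusted p of 0.05, while DESeq2, the likelihood ratio test of edgeR and limma on log2 RPM placed it under, as did leaving out ND female A1092, ND female F1073 or HFD female F1252 (-0.36, -0.34 and -0.37). No tool gave it an adjusted p under 0.05.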

Altogether these results suggest selective HFD effect on genes regulating inhibitory and excitatory neurotransmitter release.

### HFD increases TREM2 protein level in correlation with Aβ deposition

The importance of TREM2 as a risk factor for AD prompted further evaluation of its protein level by IHC. As shown on Fig. 3A and B, we observed a significant increase in TREM2 staining in cortex of females fed HFD compared to those on ND, and a trend toward increase in males but the difference was not significant. We also found that *Trem2* mRNA (Fig. 3C) as well as TREM2 staining (Fig. 3D) were highly correlated to the levels of 6E10-positive Aβ plaques. This data suggests that amyloid load affects *Trem2* mRNA expression and the corresponding TREM2 protein, and potentially accounts for the higher level of TREM2 in females that are more afflicted by the amyloid pathology.

**Figure 3:**
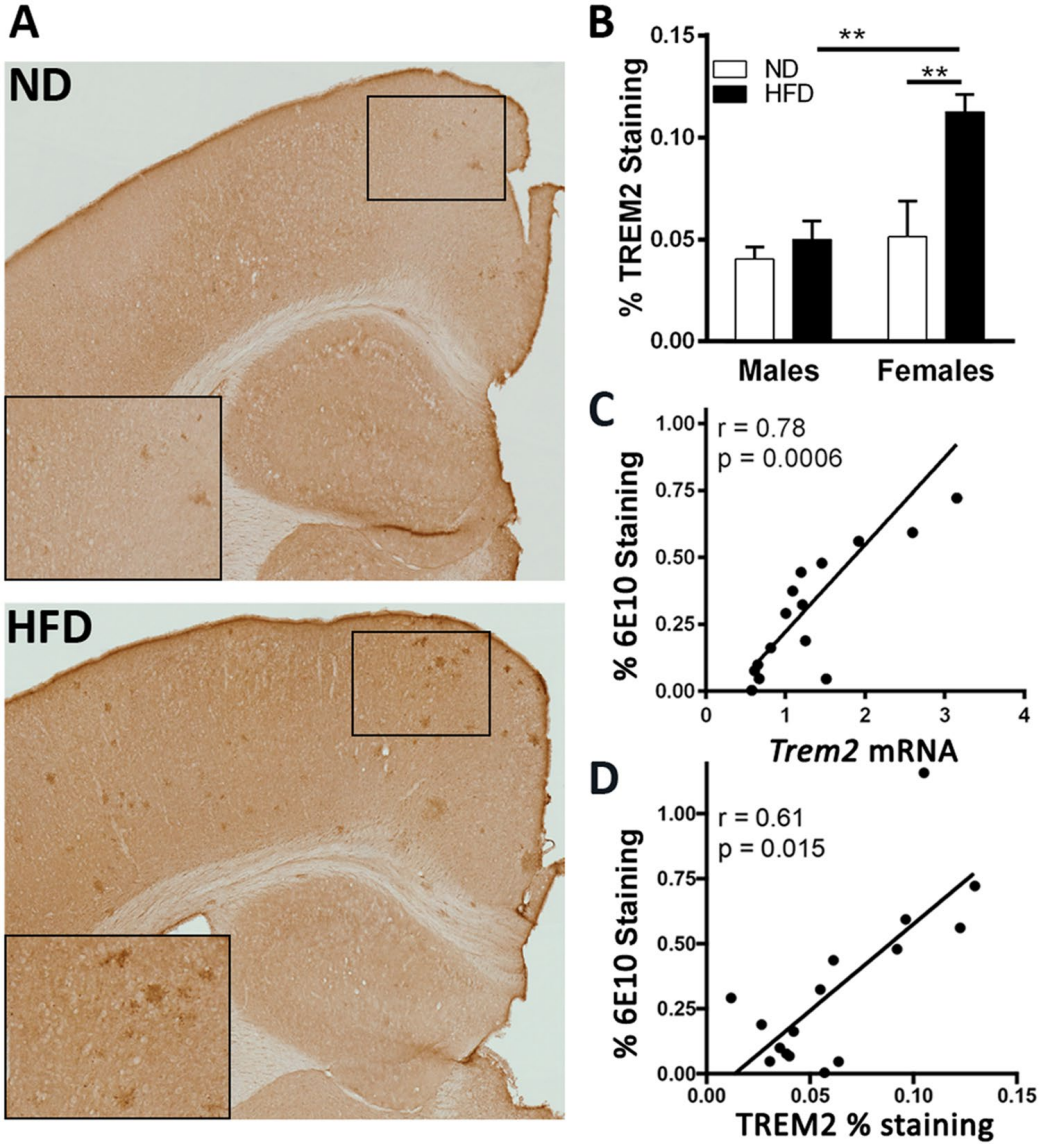
HFD increases TREM2 immunostaining in the brain. (**A**) Representative images of TREM2 staining in brains of mice fed ND or HFD. (**B**) Percentage of TREM2 stained area (N = 4 mice/gender/group). Analysis by two-way ANOVA; a significant interaction between diet and gender (F_(1,12)_ = 5.82, p = 0.0328), and a significant main effects of diet (F_(1,12)_ = 9.567, p = 0.0093) and gender (F_(1,12)_ = 11.55, p = 0.0053). **p < 0.01 by Sidak’s multiple comparison test. (**C**) Significant positive correlation between *Trem2* RNA expression and 6E10 staining (r = 0.78, p = 0.0006). (**D**) Significant positive correlation between TREM2 staining and 6E10 staining (r = 0.61, p = 0.015). Spearman’s correlation test. (N = 4/gender/group).

### HFD affects neurite morphology

RNA-seq results revealed that HFD decreased the expression of genes related to neuron projections, axon guidance and synaptic transmission. 

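Axon guidance genes had 2 higher and 7 lower of 54 in both sexes together at an unadjusted p under 0.05. Lower were Plxna3, a semaphorin receptor (log2 fold change -0.26, SE 0.09), Sema5a, a semaphorin (-0.12, SE 0.04), and Epha6, an ephrin receptor (-0.23, SE 0.08), and Robo3, the receptor that lets commissural axons cross the midline, was higher (0.52, SE 0.19; 0.35 and not called without HFD female F1094). In females 10 were lower and 0 higher (lower by camera at adjusted p = 0.00402; 0.203 with an estimated correlation), and in males 2 were higher and 2 lower. Genes of synaptic vesicles and transmitter release were not lower: 2 of 28 were higher and 0 lower, with Rims1, a scaffold of the release site, higher (0.28, SE 0.07), and in males 5 were higher and 0 lower (higher by camera at adjusted p = 1.47e-05; 0.452 with an estimated correlation). Of 34 transmitter receptor genes 3 were lower and 0 higher: Grin2d, an NMDA receptor subunit of interneurons (-0.45, SE 0.13), Gabrg1, a GABA-A receptor subunit (-0.36, SE 0.12), and Gria1, an AMPA receptor subunit (-0.14, SE 0.05). Over both sexes together none of these genes passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom. Rims1 passed with DESeq2 and the likelihood ratio test of edgeR, and with the quasi-likelihood test when adjusted over its list alone. In females 1 receptor gene was higher and 4 lower (lower by camera at adjusted p = 0.00834; 0.243 with an estimated correlation), and in males 3 were higher and 2 lower (adjusted p = 0.144). By camera axon guidance (adjusted p = 0.08) and receptor genes (adjusted p = 0.502) were not moved in both sexes together. Vesicle genes were higher by camera (adjusted p = 0.016, and 0.613 with an estimated correlation), a call lost without some mice (up to 0.189). Of 100 divisions of the mice into groups of the same sizes within each sex, 35 gave them a camera p as small, the real one counted.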

To test if the changes in transcriptome reflect on the neuronal phenotype, we compared the dendrite architecture in ND and HFD groups using staining for neurite marker microtubule-associated protein 2 (MAP2). As shown on Fig. 4, we found that in mice fed HFD there was a significant decrease in the dendritic length (Fig. 4B) and number of segments and branches (Fig. 4C and D), suggesting that HFD detrimentally affects neurite morphology.

**Figure 4:**
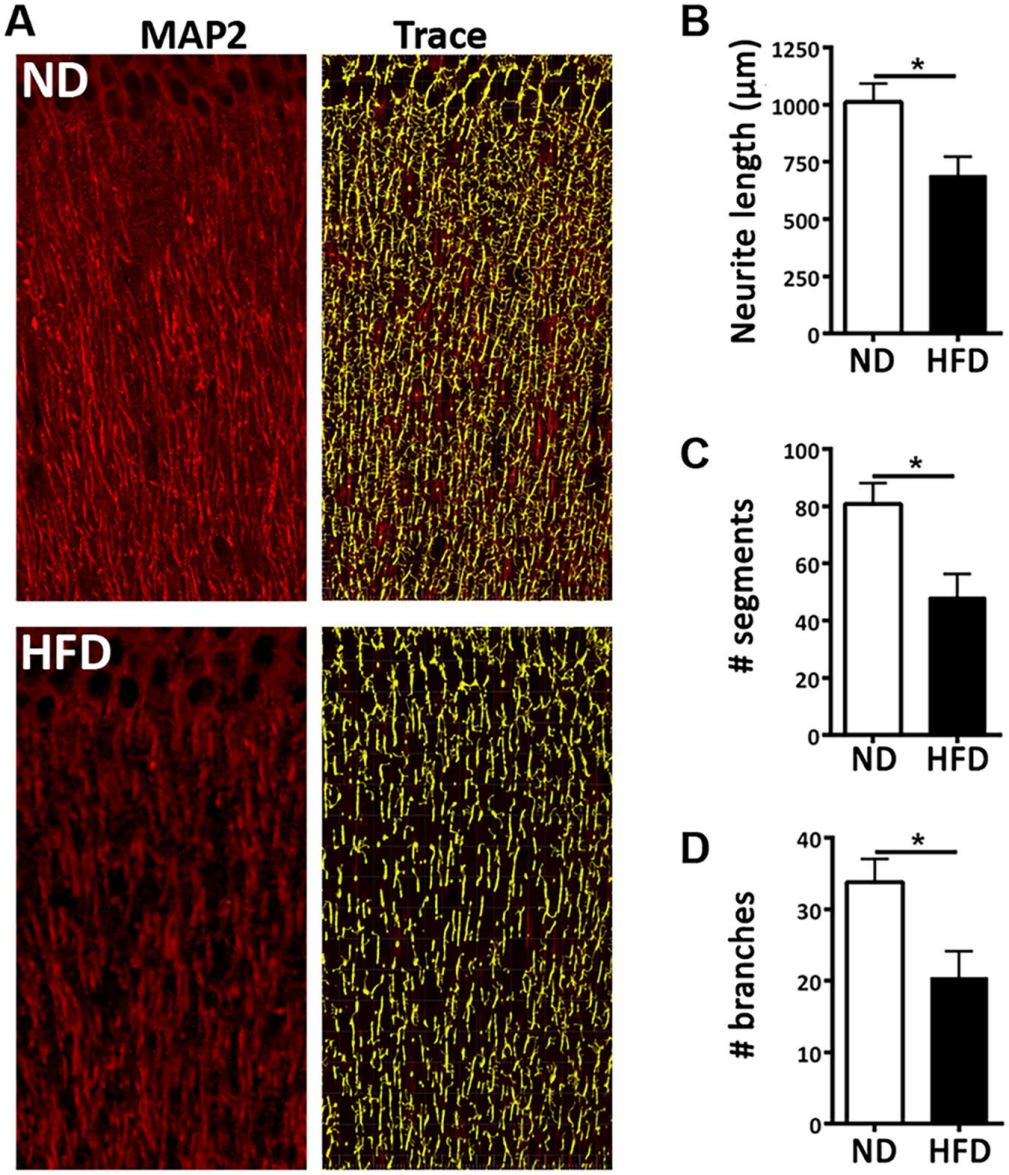
HFD impairs neurite architecture. (**A**) Representative images of MAP2 staining (red) in brain sections of ND and HFD mice with the corresponding tracing (yellow). (**B**) Average neurite length is decreased in brain of HFD compared to ND fed mice. (**C**) Average number of segments is decreased in HFD compared to ND. (**D**) Average number of branches is decreased in HFD compared to ND brains. For F, G and H, length, number of branches and number of segments are normalized on the number of nuclei (DAPI staining). N = 2 males and 3 females/group. Student’s *t*-test, *p < 0.05.

### HFD significantly impacts brain lipidome in AD model mice

To get further insight into the effects of HFD on the phenotype, we examined brain lipidome of mice on HFD and ND using Multidimensional Mass Spectrometry based Shot Gun Lipidomics (MDMS-SL)^28^. We did not find a significant gender effect on brain lipidome and for further analysis combined the data for both genders. We identified 17 major classes of lipids (for abbreviation see Fig. 5A) comprised of 228 molecular species within those classes. We then applied Principal Component Analysis (PCA) to further process the abundance matrix of observed variables (lipid molecular species) and to calculate Principal Components that account for the highest possible variance in the datasets. We noticed that HFD samples clustered closely and were separated from ND replicates (Fig. 5B). While there was no difference in the total amounts of lipids of each class, we identified that the levels of 24 molecular species in the brain of APP23 mice were significantly modulated by HFD (Fig. 5C and Supplementary Table S1).

**Figure 5:**
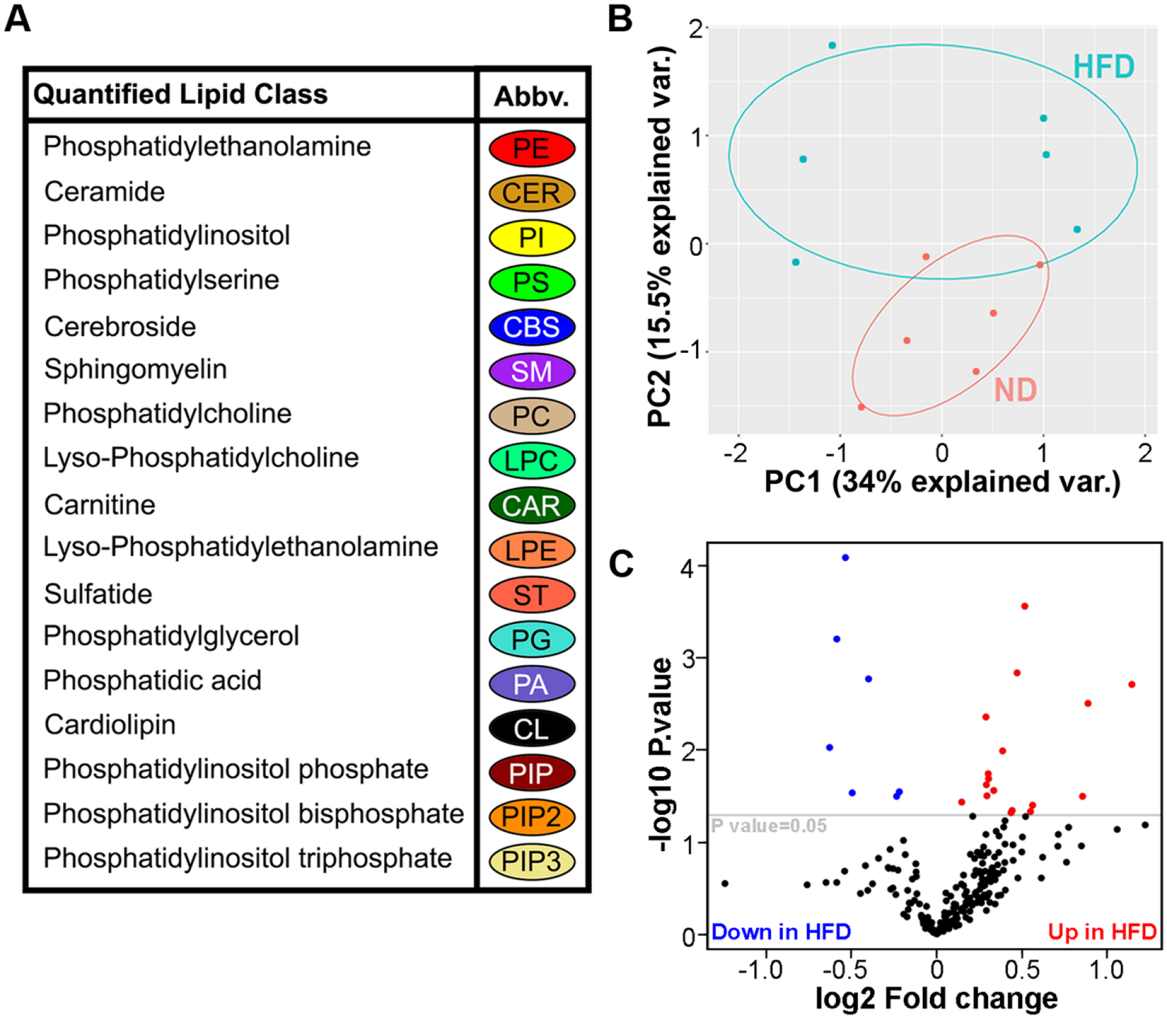
HFD significantly affects the brain lipidomic profiles. MDMS-SL was performed using cortices of APP23 mice. N = 3 male and 3 female mice per diet. (**A**) List of quantified lipid classes, their abbreviations and color association for correlation matrices. (**B**) Principal component analysis showing significant differences in brain lipidomics profiles between mice fed HFD and ND, with each point representing a single animal. (**C**) Volcano plot showing molecular species within major lipid classes significantly impacted by HFD in APP23 mice. Significant species are colored red for higher in HFD and blue for lower in HFD.

To elucidate additional changes in brain lipidomes, canonical correlation analysis was performed^28^ and the correlation matrices were further processed to visualize the correlations (Fig. 6). The noticeable difference in the upper right corner of the correlation matrices (panel A–ND, panel B–HFD) indicates a change in the relationships of the related lipids (CL, ST, PIP, and PIP2). In HFD there is a stronger negative correlation of CL to ST, PIP and PIP2 than in the ND. This is accompanied by the higher positive correlation between ST, PIP, PIP2 in HFD. Network visualization of correlated lipid pairs in ND and HFD lipidomes confirmed these observations. On Fig. 6C–F the most significant correlations for both diets in the matrices (p < 0.005, r > 0.9) are presented by chord diagrams. The comparison of the negative correlations in both lipidomes clearly demonstrate that CL in HFD mice strongly and negatively correlates to PIP and PIP2 (panel F). The overall imbalance seen in HFD lipidome, when correlating the lipids in both groups is indicative of alterations by diet and is most prominent in CL, ST, PIP and PIP2 phospholipids.

**Figure 6:**
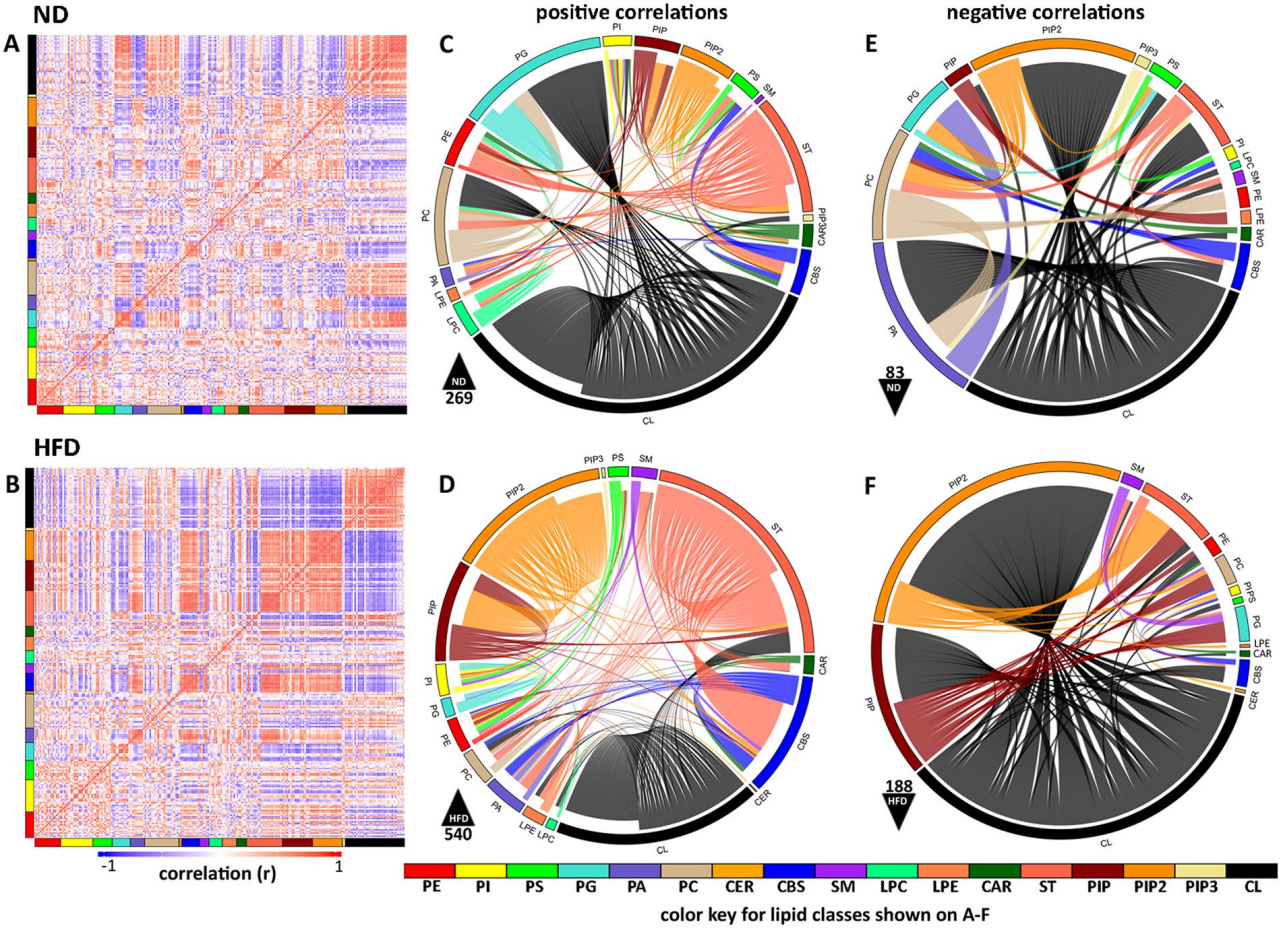
Correlation analysis of brain lipidome in HFD and ND mice. (**A**,**B**) Correlation matrix sorted by lipid class. Rows and columns correspond to 228 phospholipid species measured in ND (**A**) and HFD (**B**). Color represents the correlation level between lipid pairs. Red denotes a positive and blue a negative correlation. Each lipid class is represented by the corresponding colored bar across the bottom and left side of each square. (**C–F**) Network visualization of correlated lipid pairs in ND and HFD brains (P value > 0.005; r > 0.9 for positive and r < −0.9 for negative correlations). Chord diagrams show the positively (C and D) and negatively (E and F) correlated pairs of lipid species in ND (**C** and **E**) and HFD (**D** and **F**). Each lipid class is represented by a node around the chord diagram and color coded. Lines connecting highly correlated lipid pairs are color coded according to lipid class, with the origins of the lines of correlation being closer and termination points further from the outside nodes. In the bottom left of each diagram the triangle indicates the direction of correlation (positive or negative) and the number specifies the total number of correlations. Color key at the bottom of the figure indicated the lipid classes shown on (**A**–**F**).

### HFD significantly modulates genes associated with mitochondrial components and apoptosis

The phospholipid composition of cellular membranes is important for cell signaling including apoptosis and phagocytosis, and phospholipid imbalance is closely linked to mitochondrial dysfunction^29^. To have a better understanding of the interaction between transcriptome and lipidome (Figs 5 and 6), we searched our RNA-seq results for genes that code for components of mitochondrial membranes or are associated with mitochondrial biogenesis. We compared our RNA-seq data set with mitochondria cellular component genes from MSigDB (Molecular Signatures Database v5.2, http://software.broadinstitute.org/). Figure 7A shows the protein interaction network of significantly affected genes coding for proteins associated with components of mitochondrial membranes (*Cox6a2* ^30^, *Shmt2* ^31^, *Tomm20* and *Timm10* ^32, 33^) and matrix (*Abat* ^34^ and ATP synthases) as well as mitochondrial transcription factors (*Tfb2m*)^35^ by HFD. 

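Of the 28 genes of the network in Fig. 7A, 13 were higher on HFD, 7 lower and 8 on neither side at an unadjusted p under 0.05 in both sexes together. Shmt2, the mitochondrial serine hydroxymethyltransferase, was higher (log2 fold change 0.15, SE 0.06), as were Timm10, a chaperone of inner membrane import (0.11, SE 0.05), and Tfb2m, a factor of mitochondrial transcription (0.19, SE 0.07), while Tomm20, the import receptor of the outer membrane, was lower (-0.10, SE 0.04). Mrpl40, a protein of the mitochondrial ribosome (0.19, SE 0.06), and Mars2, the mitochondrial methionyl-tRNA synthetase (0.24, SE 0.08), were higher, and Bdh1, an enzyme of ketone body use, lower (-0.12, SE 0.04). Cox6a2, a subunit of complex IV (0.35, SE 0.20), Abat, the enzyme that breaks down GABA (-0.17, SE 0.10), and Atp5c1, a subunit of ATP synthase (-0.05, SE 0.03), did not pass. Shmt2 lost the call without ND female F1104 (0.14), HFD female F1094 (0.12), HFD female F1100 (0.12), ND male F1079 (0.13) or ND male F1128 (0.13), Tomm20 without ND female F1139 (-0.08), HFD female F1063 (-0.08) or ND male F1079 (-0.09), and Timm10 without ND female F1104 (0.10), HFD female F1094 (0.10), ND male F1080 (0.09) or HFD male F1065 (0.10). None of the 28 passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, and Alas2 did with DESeq2. Adjusted over the 28 alone, 8 higher and 5 lower passed the quasi-likelihood test. Mitochondrial genes did not move as a group: oxidative phosphorylation had 1 higher and 4 lower of 67 (adjusted p = 0.94 by camera), and import and translation 4 higher and 3 lower of 34 (adjusted p = 0.922). The 28 were chosen from these samples and are not independent evidence.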

As shown the most connected protein was SHMT2 associated with mitochondrial biogenesis and immune response^31^. Among the genes related to mitochondrial component and function, most differentially affected genes by HFD were represented in Fig. 7B. 

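Alas2, the first enzyme of haem synthesis in red cell precursors, had the largest log2 fold change of the genes in Fig. 7B (1.92, SE 0.53) in both sexes together. The list of red blood cell genes, which counts Alas2 among its 8, was higher, with 5 higher at an unadjusted p under 0.05 and 0 lower. Among the 5 were Hbb-bs, an adult beta globin (2.51, SE 0.72), and Hba-a2, an alpha globin (2.33, SE 0.70). By camera the list, Alas2 included, was higher at adjusted p = 0.00156 (0.204 with an estimated correlation). In females 5 of 8 were higher (adjusted p = 0.000252; 0.203 with an estimated correlation), and in males 0 of 6 (adjusted p = 0.746). In HFD male F1065 Alas2 stood at 3.01 RPM, where the other HFD males lay between 0.461 and 0.882. Nr4a1, a nuclear receptor induced by activity, was lower without passing (-0.32, SE 0.20), and its relative Nr4a3 passed. Pycr1, an enzyme of proline synthesis (0.41, SE 0.14), and Aldh1l2, a mitochondrial enzyme of folate metabolism (0.26, SE 0.12), were higher at an unadjusted p under 0.05, and Mtrf1l, a release factor of mitochondrial translation (-0.30, SE 0.10), lower. Mthfd2, a mitochondrial folate dehydrogenase (0.24, SE 0.14), did not pass. In both sexes together 6 of the 11 genes passed, 10 without ND female A1092, and as few as 4 without ND female F1104 or HFD female F1100. The median size of the 11 log2 fold changes was 0.32, and with a list as a covariate it was 0.13 for the olfactory bulb (1 called), 0.25 for homeostatic microglia (2 called) and 0.31 for erythrocytes (5 called). Aldh1l2 lost the call without any of 12 mice (0.19 to 0.26) and kept it without ND female A1092, HFD females F1076 and F1094, ND males F1079 and F1128, and HFD males A1095 and F1145. None passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, and Alas2 did with DESeq2. At an unadjusted p under 0.05 limma-voom and limma on log2 RPM call Nr4a1. Aldh1l2 is called by neither of these, nor by DESeq2, the likelihood ratio test of edgeR or with scaling by library totals. The 11 were chosen from these samples and are not independent evidence.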

Interestingly, we identified Nr4a subfamily (*Nr4a1/Nur77* and *Nr4a3/Nor1* ^36, 37^) which regulates apoptosis and inflammation was significantly decreased in HFD (Fig. 7B).

**Figure 7:**
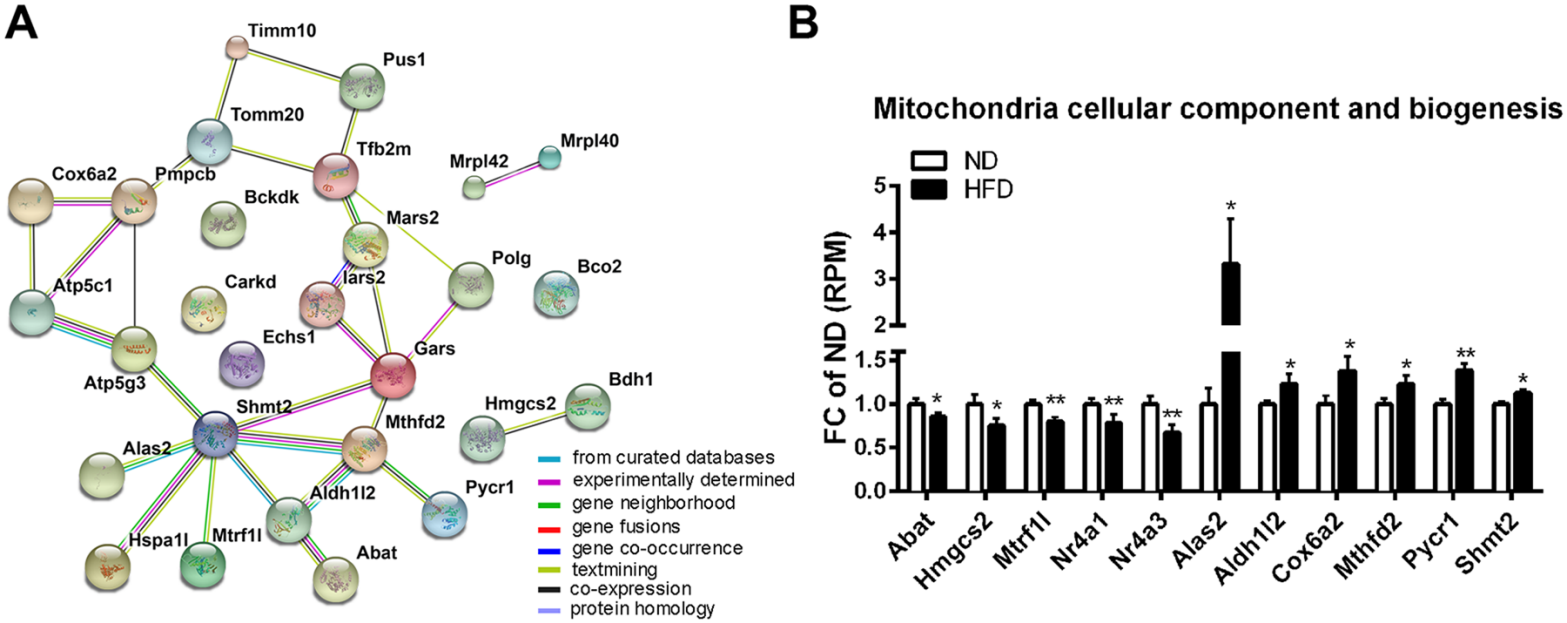
HFD significantly modulates genes associated with mitochondrial components. (**A**) Protein interaction network of significantly affected genes related to mitochondrial cellular components using String (v.10.0, http://string-db.org/). The edge represents predicted functional associations. (**B**) Representative genes of significantly changed mitochondria cellular component in RNA-seq datasets. Fold change (FC) of ND was calculated from the number of reads per million (RPM) for each gene and each sample. Statistics is by edgeR, *p < 0.05; **p < 0.01.

## Discussion

Our study demonstrates that HFD affects cognitive performance and amyloid pathology in APP23 transgenic mice. The diet also significantly affected the transcriptome and increased the expression level of genes related to immune response and inflammation, such as *Trem2, Tyrobp*, *P2ry12*, *Dock2*, a number of cytokines, chemokines, and *TLR*s. Conversely, the expression of the genes associated with neuronal projection development and synaptic transmission were decreased in APP23 mice fed HFD. 

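Dock2, which activates the GTPase Rac in microglia and lymphocytes, was higher on HFD in both sexes together at an unadjusted p under 0.05 (log2 fold change 0.27, SE 0.11), and lost that call without ND female F1104 (0.23), HFD female F1063 (0.21), HFD female F1252 (0.23) or HFD male F1065 (0.22). P2ry12, the ADP receptor of resting microglia, showed no difference (0.05, SE 0.06). Of 10 cytokine and chemokine genes 7 were higher and 0 lower, among them Ccl9, a chemokine of myeloid cells (0.71, SE 0.19), and Csf1, the growth factor that keeps microglia alive (0.26, SE 0.08). Of 12 genes of Toll-like receptors and their partners 6 were higher and 0 lower: the sensors of nucleic acid Tlr7 (0.36, SE 0.13) and Tlr9 (0.50, SE 0.18) and the co-receptors Cd14 (0.50, SE 0.18) and Ly86 (0.50, SE 0.16) were among them. None passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, while DESeq2 passed Cxcl10 and Ccl6 and the likelihood ratio test of edgeR these and Ccl9. Adjusted over the list alone, 7 of the cytokine and 5 of the Toll-like receptor genes passed the quasi-likelihood test. By camera the cytokine list was higher at adjusted p = 4.69e-06 and the Toll-like receptor list at 0.00035 (adjusted p = 0.149 and 0.19 with an estimated correlation). In males alone neither passed (1 of 5 and 0 of 10 genes higher, adjusted p = 0.261 and 0.177). The paper names 3 of the cytokine genes itself.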

Interestingly, in those mice there was a significant decrease of vesicular GABA transporter (*Slc32a1/VGat*), but not of *Slc17a7/VGlut*. Collectively, gene ontology categories that were significantly decreased by HFD corresponded to a phenotype presented by significantly deteriorated neurite morphology and spatial memory test. The integration of transcriptomics and lipidomics data demonstrated that the effect of HFD on behavior and AD-like phenotype in an animal model of AD is extremely multidimensional and is a result of a complex response at molecular, cellular and system levels in the CNS.

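Trem2, the receptor by which microglia sense anionic lipids and apolipoproteins, was higher on HFD in both sexes together (log2 fold change 0.68, SE 0.21, unadjusted p under 0.05), in females (0.62, SE 0.27) and in males (0.78, SE 0.29). In females the call was lost without any of 8 mice, ND females F1073, F1074, F1102, F1104 or F1139 or HFD females F1063, F1100 or F1252 (0.49 to 0.61). In males it was lost without ND male F1079 (0.77), ND male F1128 (0.70) or HFD male A1095 (0.77), and without HFD male F1065 the value was 0.45. In both sexes together it was kept whichever mouse was left out. Its mean RPM was 21.7 ± 8.67 (SD) in ND females, 33.4 ± 11.6 in HFD females, 11.2 ± 1.35 in ND males and 18.7 ± 7.99 in HFD males. In both diets it stood higher in females. ND female A1092 had 39 RPM, where the other ND females lay between 16.7 and 21.3. At an adjusted p of 0.05 over all genes it did not pass with the quasi-likelihood test of edgeR, with DESeq2 or with limma-voom.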

The increased mRNA level of *Trem2*, was accompanied by an increased protein level determined by IHC. Interestingly, TREM2 immunoreactivity was predominantly increased in female APP23 mice. Overall, when all mice were analyzed, there was a very high correlation between TREM2 immunostaining and Aβ plaques. The association of TREM2 with amyloid deposition is somewhat controversial and the reports, inconsistent: some groups have reported an increase and other a decrease in amyloid plaque load in a variety of animal models including *Trem2* deficient and mice expressing different TREM2 variants^38, 39^. It has been also reported that *Trem2* deficiency exacerbates amyloid pathology late in disease progression^40^, suggesting that amyloid pathology is linked to TREM2 level. A recent study demonstrated that a type of western diet enriched on carbohydrates, and different from the diet we have used, increased TREM2 immunoreactivity in association with micro- and astrogliosis^18^. Thus, an overall inflammatory response elicited by the increased amyloid deposition and diet could contribute to the worsened cognitive performance.

The main question in this study was if HFD affected gene expression/brain transcriptome and if changes in transcription profiles correlated to changes in brain lipidome? Lipids play critical roles in cellular signaling, they are major factors in membrane protein assembly, and the abnormal lipid metabolism is strongly associated with AD progression. Here, in addition to mRNA-seq we applied MDMS-SL to quantify global phospholipid changes induced by diet. The results of our lipidomics analysis demonstrate that amounts of individual molecular species of anionic phospholipid classes PS, PG and PIP3 were increased in HFD fed mice. While changes in total mass of the majority of lipid classes are important in different aspects of brain metabolism, changes in molecular speciation of PIP3 and PS are particularly important for activation of immune phagocytic receptors, phagocytosis and apoptosis^41–43^. It has been recently shown, for example, that TREM2 senses anionic lipids^38^ and TREM2 variants identified by GWAS as increasing the risk of AD, affect its binding^44^. Previous studies demonstrated that these anionic phospholipids are exposed on the outer leaflet of cell membranes and become accessible in conditions following neuronal damage inflicted by brain trauma^45^ or neurotoxic effects of Aβ^46^. In the resting cell, PS is enriched on the cytoplasmic leaflet of the plasma membrane by flippases, including P4-ATPases, and ABC transporters. However, the cells undergoing apoptosis expose PS on the cell surface and then it acts as an “eat me” signal^47, 48^. 

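The 3 genes of C1q, the complement protein that tags synapses and dying cells, were higher on HFD in both sexes together at an unadjusted p under 0.05: C1qa (log2 fold change 0.48, SE 0.13), C1qb (0.46, SE 0.12) and C1qc (0.43, SE 0.12). Havcr2, a receptor of phosphatidylserine (0.39, SE 0.14), and Scarf1, a scavenger receptor of dying cells (0.42, SE 0.14), were higher, and Atp8b2, a flippase of the plasma membrane, was lower (-0.10, SE 0.05). Atp8b2 lost the call (-0.10 to -0.08) without ND female F1102, ND female F1139, HFD female F1076, HFD female F1100, ND male F1131, HFD male A1095 or HFD male F1065. Of 19 flippase and scramblase genes measured, 0 were higher and Atp8b2 was the 1 lower, and the list was not moved (adjusted p = 0.845 by camera). Genes for the synthesis of cardiolipin and phosphatidylserine had 0 higher and 0 lower of 20 (adjusted p = 0.922). None of the 6 named genes passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR in all 19 libraries, while C1qb did without ND female A1092, and DESeq2 and the likelihood ratio test of edgeR passed the 3 C1q genes. They were chosen by the authors from these samples and are not independent evidence.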

In this study we found changes in expression of several genes related to PS-mediated apoptosis–C1q (*C1qa, C1qb* and *C1qc*) (Fig. 2C and D), *Tim-3/Havcr2*, *Scarf1* and *Atp8b2* (Supplementary Fig. S3). Multiple reports by other groups suggest that C1q and TIM-3/HAVCR2 directly bind to PS on the cell surface, and C1q bound to PS provides a docking point for the scavenger receptor SCARF1. These interactions lead to increased apoptosis and initiate phagocytosis signaling pathways^49, 50^.

Perhaps the most significant changes in response to HFD, revealed in this study, were associated with CL - a major phospholipid of the inner mitochondrial membrane. Recently, it has been demonstrated that alterations of CL profile in brain of AD animal model are associated with synaptic mitochondrial dysfunction and oxidative stress^51^. In brain of HFD fed mice we identified 5 elevated CL molecular sub-species (68:4; 70;4; 72:4; 74:7; 84:20) and 2 (72:6; 76:11) with decreased amounts (Supplementary Table 1). Since the amount of CL in the outer mitochondrial membrane and intra-mitochondrial CL content are tightly regulated, significant changes in either direction from the threshold result in substantial, even detrimental consequences^52^. If these changes occur simultaneously with changes in brain transcriptome,–expression level of genes coding for proteins in the mitochondrial membranes in particular, responsible for cholesterol and protein transport^32, 33^, if there is already an undergoing neurodegenerative process, the final outcome of an external stimulus like HFD could be serious and long lasting.

Collectively, the results of our study demonstrate that HFD increases mRNA expression and protein level of genes related to immune/inflammatory response and decreases the level of genes related to neuronal differentiation and synaptic transmission. Interconnected alteration of membrane phospholipid composition and likely mitochondrial dysfunction emphasize the complexity of the neurotoxic effects of HFD, reflected in aggravated AD-like phenotype and behavioral changes that we begin to understand.

## Materials and Methods

### Animals and Diets

All animal experiments were approved by the University of Pittsburgh Institutional Animal Care and Use Committee. All procedures were carried out in accordance with the approved guidelines. APP23 transgenic mice (C57Bl6 background) expressing human APP751 familial Swedish AD mutation (APPK670N, M671L) were crossed to wild-type C57BL/6 mice to generate APP23 hemizygous mice^53^. Male and female APP23 mice (mean age 11.7 months) were randomly assigned to ND (Prolab Isopro RMH 3000, Lab Diet) or HFD (D12079B RD Western Diet, Research Diets). HFD supplemented 40% calories from fat; 16.8% from protein and 42.6% from carbohydrates. Fat was provided as anhydrous milk fat and corn oil. The mice had free access to water and food. After 3 months of feeding, behavior was assessed at mean age of 14.7 months.

### Morris Water Maze

Morris Water Maze (MWM) task was performed as previously described^8^. Briefly, the water maze pool was filled with water (20–22 °C) made opaque by non-toxic paint and visual cues were placed on the walls surrounding the pool. The hidden platform (10 cm diameter, submerged 1 cm below water level) remained in the target quadrant for the duration of testing. Performance was recorded with video tracking software (AnyMaze; Stoelting Co.). *Spatial Acquisition:* All mice performed four 60-second trials with different pool entry points and 5-minute trial intervals for five consecutive training days. *Probe Trial:* A single 60-sec probe trial was performed 24 hours after the last spatial acquisition trial where the hidden platform was removed.

### Processing of mouse brain tissue

Mice were anesthetized with Avertin (250 mg/kg of body weight, i.p.) and perfused transcardially with cold 0.1 M PBS, pH 7.4: left hemisphere fixed in 4% paraformaldehyde for histology. The cortex was dissected from the other and snap frozen on dry ice for RNA and protein isolation^54^. All procedures were as reported previously^53^. Briefly, OCT-embedded hemibrains were cut in the coronal plane at 30 μm sections and stored in a glycol-based cryoprotectant at −20 °C. Serial sections were selected 700 μm apart, starting from approximately 150 μm caudal to the first dentate gyrus appearance.

### Histology and Immunohistochemistry

All procedures were as reported previously^53^. Briefly, brain sections mounted on slides were washed in PBS and stained with X-34 (1,4-bis (3-carboxy-4-hydroxyphenylethenyl)-benzene, 100 µM, provided by W. Klunk, University of Pittsburgh). Following the staining, sections were washed in water, incubated in 0.2% NaOH in 80% unbuffered ethanol, washed again in water, and then soaked in PBS. For 6E10 staining, Adjacent sections were blocked for endogenous peroxidases, avidin-biotin quenched, antigen retrieval performed with 70% formic acid, and tissue blocked with 3% normal goat serum. Sections were then immunostained with 6E10 biotinylated antibody (1:1000, SIG-39340, Covance) at room temperature before being developed with Vectastain ABC Elite kit (Vector Laboratories, Burlingame, CA) and a DAB substrate (SK-4100, Vector Laboratories).

For neurite morphometry analysis, sectioning was performed as described above and sections sampled starting 450 μm from the first appearance of the dentate gyrus and every 360 μm (4 total sections). Sections were rinsed in PBS and permeabilized with 1% Triton X-100 in PBS for 5 hr at 4 °C. The sections were then washed in PBS and blocked with 10% goat serum at RT. The sections were incubated for 72 hr at 4 °C with MAP2 primary antibody (1:2000, MAB378, Millipore) and rinsed with PBS and then incubated with Cy3-conjugated anti-mouse secondary antibody.

TREM2 staining was performed as in refs 39 and 55. Briefly, sections were rinsed in PBS before antigen retrieval (RV1000, Biocare Medical, 1:10), endogenous peroxidases (0.3% H_2_O_2_), avidin, and biotin (PK6100, ABC Elite Vector Laboratories), and hydrophobic interactions (2% donkey serum) were blocked. Sections then incubated in TREM2 primary antibody (AF179, R&D Systems) and developed with DAB substrate. To ensure the specificity of TREM2 staining we used the brain tissue from a Trem2^KO^ mice and a staining without a primary antibody as negative control.

For VGAT and VGLUT staining, sections were incubated in either VGAT primary antibody (1:2000, AB5062P, Millipore) overnight at 4 °C or VGLUT1 primary antibody (1:1000, AB5905, Millipore) for 2 days at 4 °C before rinsing in PBS and incubating with Dylight 594 conjugated horse anti-rabbit secondary antibody (1:250; 1:1000) for 2 hr at RT. Sections were washed in PBS, mounted on slides, and counterstained with H33342 nuclear reagent.

### Quantitative Analysis

Nikon Eclipse 90i microscope (10X magnification) and Nikon NIS Element (Nikon) software were used for evaluating the amyloid pathology in the cortex and hippocampus of fixed brain sections and the pathology is presented as a percentage of area covered by X-34 or 6E10 stain. For MAP2 imaging in CA1, 4 adjacent confocal images were captured using the granule cell layer as a landmark (Olympus Fluoview 1000, 60X magnification). The FilamentTracer (Imaris, version 7.1.1, Bitplane) was utilized to determine neuronal patterning in the hippocampal CA1 region. Unbiased examination and quantitation of neurite size and length required manual introduction. Neurite length was normalized to the number of H33342 stained nuclei.

### Western blotting

Frozen cortices and hippocampi were homogenized in TBS homogenization buffer (250 mM sucrose, 20 mM Tris base, 1 mM EDTA, and 1 mM EGTA, 1 ml per 100 mg of tissue) and protease inhibitors cocktail (Roche). For WB, proteins extracted with TBS or RIPA buffer were resolved on SDS-PAGE and transferred onto nitrocellulose membranes. For APOE protein detection, TBS soluble brain extract was used and RIPA extracted proteins were used for ABCA1, APP, DLK1 and KLF4 detection. Thirty microgram of proteins were resolved on 10 or 12% SDS-PAGE gels and transferred onto nitrocellulose membranes. Used were the following primary antibodies: Anti-ABCA1 (Ab18180, Abcam), anti-ApoE (178479, Millipore), anti-APP (6E10 antibody, 9320–02, Covance), anti-DLK1 (sc-25437, Santa Cruz), anti-GAPDH (sc-25778, Santa Cruz), anti-KLF4 (sc-20691, Santa Cruz).

### RNA isolation, qPCR and sequencing

All procedures were performed as before^54, 56^. RNA was isolated from cortex and purified using RNeasy mini kit (Qiagen) per the manufacturer’s protocol. RNA quality was assessed using 2100 Bioanalyzer (Agilent Technologies) and samples with RIN > 8 were further used for sequencing. Sequencing libraries were generated using mRNA Library Prep Reagent Set (Illumina) according to the manufacturer’s recommendations. The libraries were sequenced on Illumina HiSeq2000 at the Functional Genomics Core, UPenn, Philadelphia (http://fgc.genomics.upenn.edu/). All sequencing datasets, FASTQ files in this study have been processed using Subread-featureCounts-limma/voom pipeline^57, 58^ and the differential expression analyzed by edgeR (v3.14.0) package http://bioconductor.org/packages/release/bioc/html/edgeR.html in R (v3.2.4).

For qPCR validation, cDNA was synthesized using EcoDry™ Premix, Random Hexamers (Clontech, Mountain View). qPCR was performed using TaqMan^®^ Universal Master Mix II (Life Technologies).

### Functional pathway analysis

Functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8, https://david-d.ncifcrf.gov)^59^, Ingenuity® Pathway Analysis (IPA®, QIAGEN)^60^. Gene-association network of interest was visualized using String (v10.0, http://string-db.org/).

### Multi-dimensional Mass Spectrometry-based Shotgun Lipidomics (MDMS-SL)

Quantitative analysis was performed on a triple-quadrupole mass spectrometer (Thermo Fisher Scientific) equipped with an automated nanospray apparatus NanoMate and Xcalibur system^61–63^. Internal standards for quantification of individual molecular species of the major lipid classes are added to each brain tissue sample at the start of extraction procedure. Liquid Chromatography/Electro Spray Ionization Lipidomics–Mass Spectrometry (LC/ESI-MS) Lipidomics was performed on a Dionex HPLC system/UltiMate 3000 mobile phase pump, equipped with degassing unit and autosampler^43, 64, 65^.

### Visualization of Lipidomics data

PCA and volcano plots visualized using R packages “ggbiplot2” (v2.1.0, https://github.com/vqv/ggbiplot). The correlation matrices are visualized using the package “circlize” (v0.3.8, https://github.com/jokergoo/circlize) utilizing only the significant positively (r > 0.9) and negatively (r < −0.9) correlated lipid pairs.

### Statistical analysis

The results in this study are reported as means ± SEM. To assess interaction between gender and diet, two-way repeated measures ANOVA was used. To assess interaction between gender, diet and trial day, three-way repeated measures ANOVA was used. Differences were considered significant when p < 0.05. Unless otherwise indicated all statistical analyses were performed in GraphPad Prism version 7.0. or R version 3.3.1 as indicated in the text.

## Electronic supplementary material

Supplementary information

# Supplementary material for: Effect of high fat diet on phenotype, brain transcriptome and lipidome in Alzheimer’s model mice
**Source:** Sci Rep. 2017 Jun 27;7:4307. doi: 10.1038/s41598-017-04412-2

**Supplementary information**

**Effect of high fat diet on phenotype, brain transcriptome and lipidome in Alzheimer’s model mice**

Kyong Nyon Nam1, Anais Mounier1, Cody M. Wolfe1, Nicholas F. Fitz1, Alexis Y. Carter1, Emilie L. Castranio1. Hafsa I. Kamboh1, Valerie L. Reeves1, Jianing Wang2, Xianlin Han2, Jonathan Schug3, Iliya Lefterov1* & Radosveta Koldamova1,*

| **Lipid subspecies (nmol/mg protein)** | **Cont (N=6)** | **HFD (N=6)** | **P value** |
| --- | --- | --- | --- |
| Phosphatidylcholine (PC) |  |  |  |
| D18:1-18:2/D16:0-20:3 | 0.6433 ± 0.0232 | 0.4433 ± 0.0212 | 0.0001 |
| D18:0-20:3 | 0.2017 ± 0.0087 | 0.1533 ± 0.0067 | 0.0017 |
| D16:0-18:2 | 1.1900 ± 0.0460 | 1.0217 ± 0.0464 | 0.0284 |
| D14:0-16:0 | 0.2517 ± 0.0128 | 0.3483 ± 0.0187 | 0.0015 |
| A16:0-18:0 | 0.3217 ± 0.0098 | 0.3567 ± 0.0099 | 0.0368 |
| Phosphatidylinositol (PI) |  |  |  |
| 16:1-20:4 | 0.1100 ± 0.0045 | 0.0717 ± 0.0065 | 0.0006 |
| 18:0-22:5 | 0.1400 ± 0.0097 | 0.1717 ± 0.0075 | 0.0239 |
| 18:2-22:6 | 0.0800 ± 0.0045 | 0.1100 ± 0.0121 | 0.0479 |
| Cardiolipin (CL) |  |  |  |
| 20:4-18:1-18:1-16:0/ 20:3-18:1-18:1-16:1/ 20:3-18:1-18:1-16:1 | 0.2050 ± 0.0205 | 0.1333 ± 0.0115 | 0.0094 |
| 20:4-20:4-18:2-18:1 | 0.2800 ± 0.0273 | 0.1967 ± 0.0167 | 0.0292 |
| 20:2-18:1-18:1-16:0/ 20:1-18:1-18:1-16:1 | 0.2017 ± 0.0119 | 0.4450 ± 0.0581 | 0.0019 |
| 18:1-18:1-16:0-16:1 | 0.0283 ± 0.0031 | 0.0467 ± 0.0056 | 0.0031 |
| 20:4-20:4-22:6-22:6 | 0.0150 ± 0.0034 | 0.0267 ± 0.0033 | 0.0318 |
| 20:4-18:1-18:1-18:1 | 0.3900 ± 0.0273 | 0.5300 ± 0.0557 | 0.0453 |
| 20:2-18:1-16:1-16:0/ 18:1-18:1-18:1-16:1 | 0.2067 ± 0.0080 | 0.3017 ± 0.0408 | 0.0466 |
| Phosphatidylethanolamine (PE) |  |  |  |
| P16:0-22:6/D18:0-18:0/P18:2-20:4 | 12.2183 ± 0.6178 | 10.3850 ± 0.3983 | 0.0319 |
| D18:1-20:4D/16:0-22:5 | 2.5533 ± 0.1463 | 3.1533 ± 0.1623 | 0.0205 |
| Phosphatidylserine (PS) |  |  |  |
| 18:1-22:6 | 1.2633 ± 0.0454 | 1.5433 ± 0.0608 | 0.0044 |
| 18:0-22:5 | 1.9033 ± 0.0952 | 2.7233 ± 0.1160 | 0.0003 |
| 20:0-20:4/18:0-22:4 | 3.0617 ± 0.1420 | 3.7767 ± 0.2102 | 0.0181 |
| Phosphatidylglycerol (PG) |  |  |  |
| 16:0-16:0 | 0.0983 ± 0.0031 | 0.1300 ± 0.0089 | 0.0102 |
| 16:0-18:1 | 0.5850 ± 0.0141 | 0.7183 ± 0.0520 | 0.0314 |
| Phosphatidylinositol tisphosphate (PIP3) |  |  |  |
| 18:0-20:4 | 1.3183 ± 0.0982 | 1.6617 ± 0.0910 | 0.0276 |
| Acyl Carnitine (CAR) |  |  |  |
| 16:1 | 2.6100 ± 0.3389 | 3.8533 ± 0.4031 | 0.0397 |

**Supplementary Table S1 (Related to Fig. 6). The list of 24 significantly affected lipid subspecies by HFD.** The prefixes in front of number indicate the chain linkage – A, alkyl ether; D, diacyl; P, vinyl ether plasmenyl. Amount of lipid subspecies (nmol/mg) is mean ± S.E.M. Statistics is by Student’s t-test, p<0.05.

**Supplementary Figure. 1 (Related to Fig. 1). HFD significantly affected the acquisition of spatial memory in both female and male APP23 mice.** Females, N=5-7; Males, N=5-6. Statistic is by three-way ANOVA.

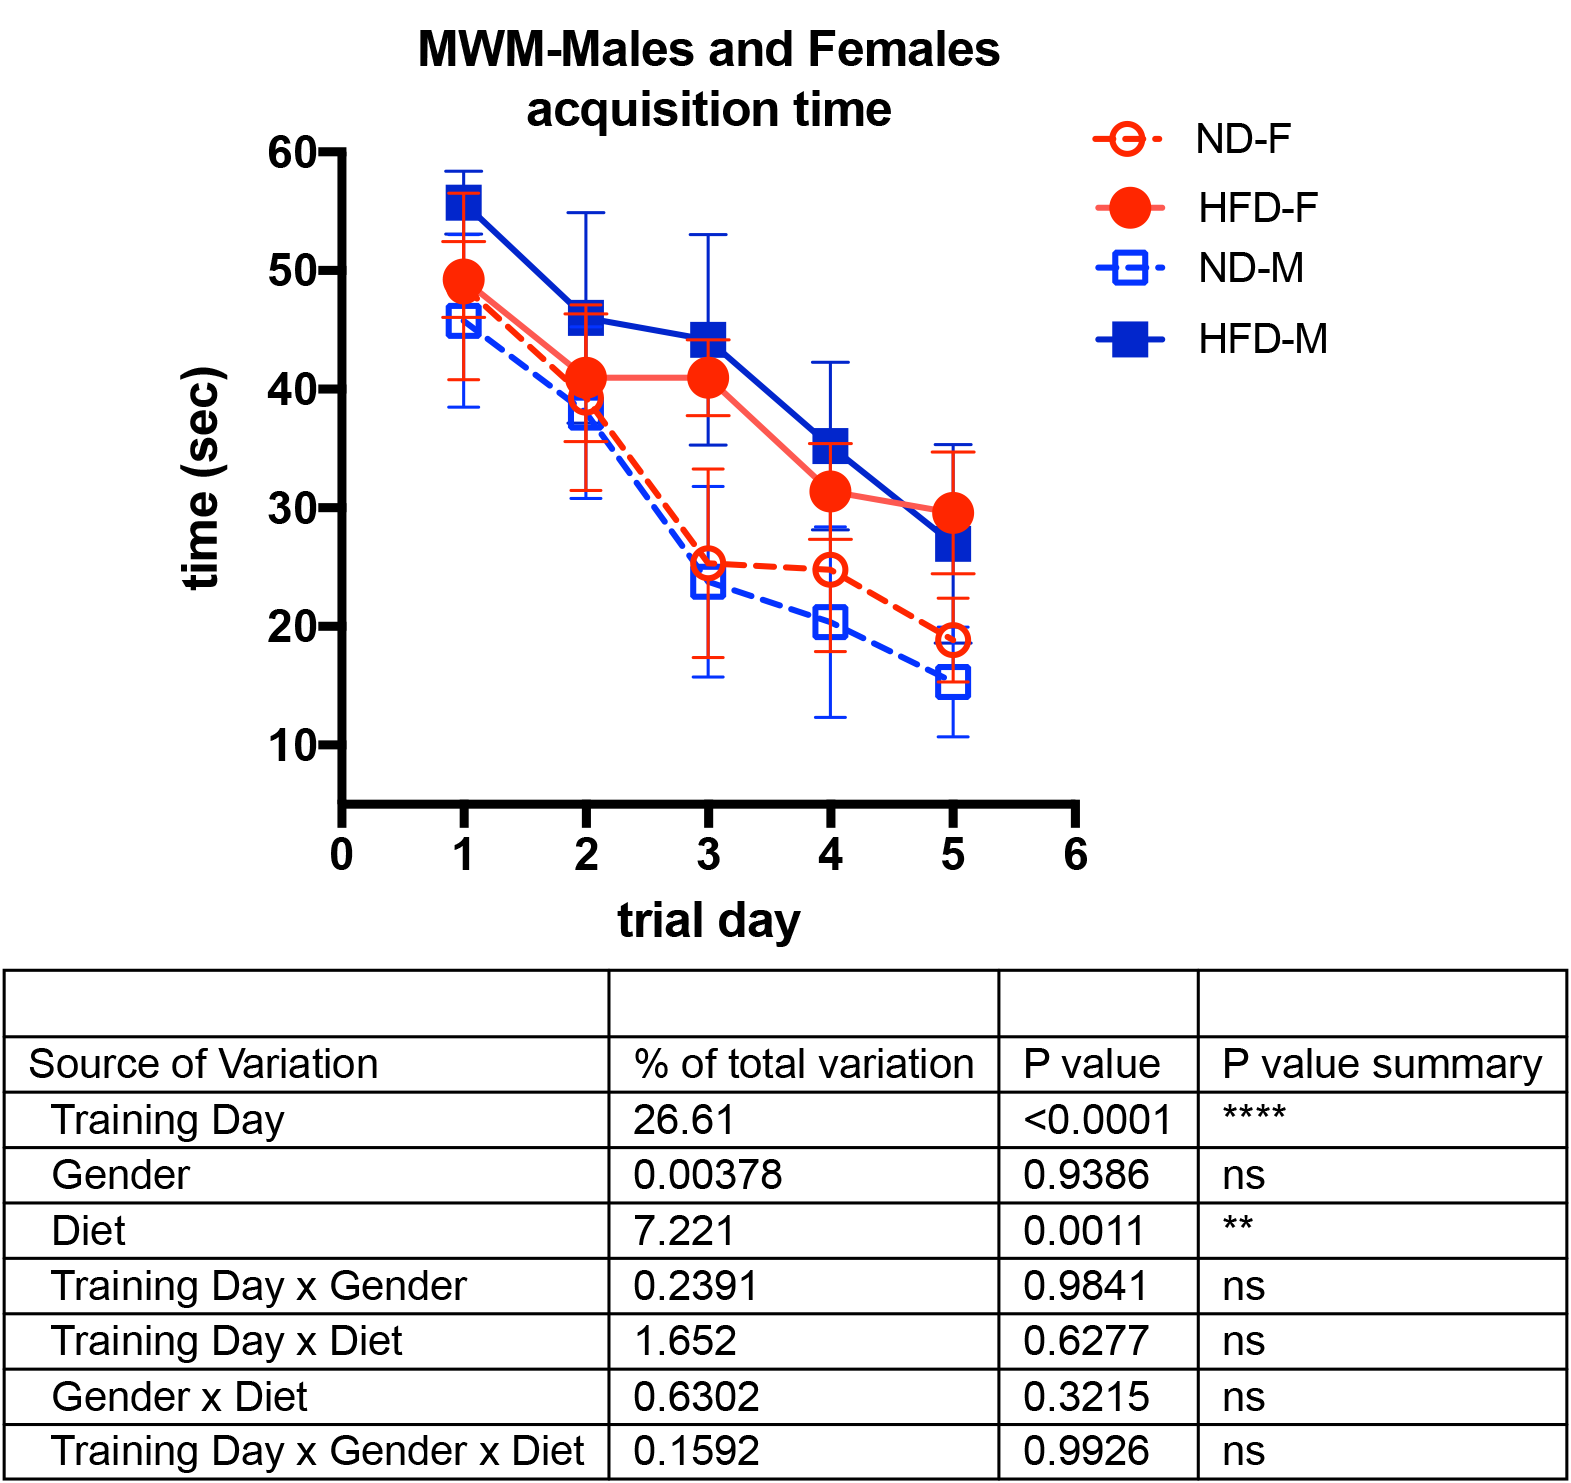

**Supplementary Figure. 2. (Related to Fig. 2). HFD alters the brain transcriptome similarly in both female and male APP23 mice.** The bubble plot shows “Biological Process” (BP) categories significantly affected by diet in female **(A)** and male **(B)** mice. The gene lists were derived from edgeR, p<0.05. Shown are significant distinct BP categories by diet as determined using DAVID. Color of bubble indicates p.value and size of bubble denotes number of significant genes in the respective category. Red label indicates commonly up-regulated categories between gender and blue label is commonly down-regulated categories.

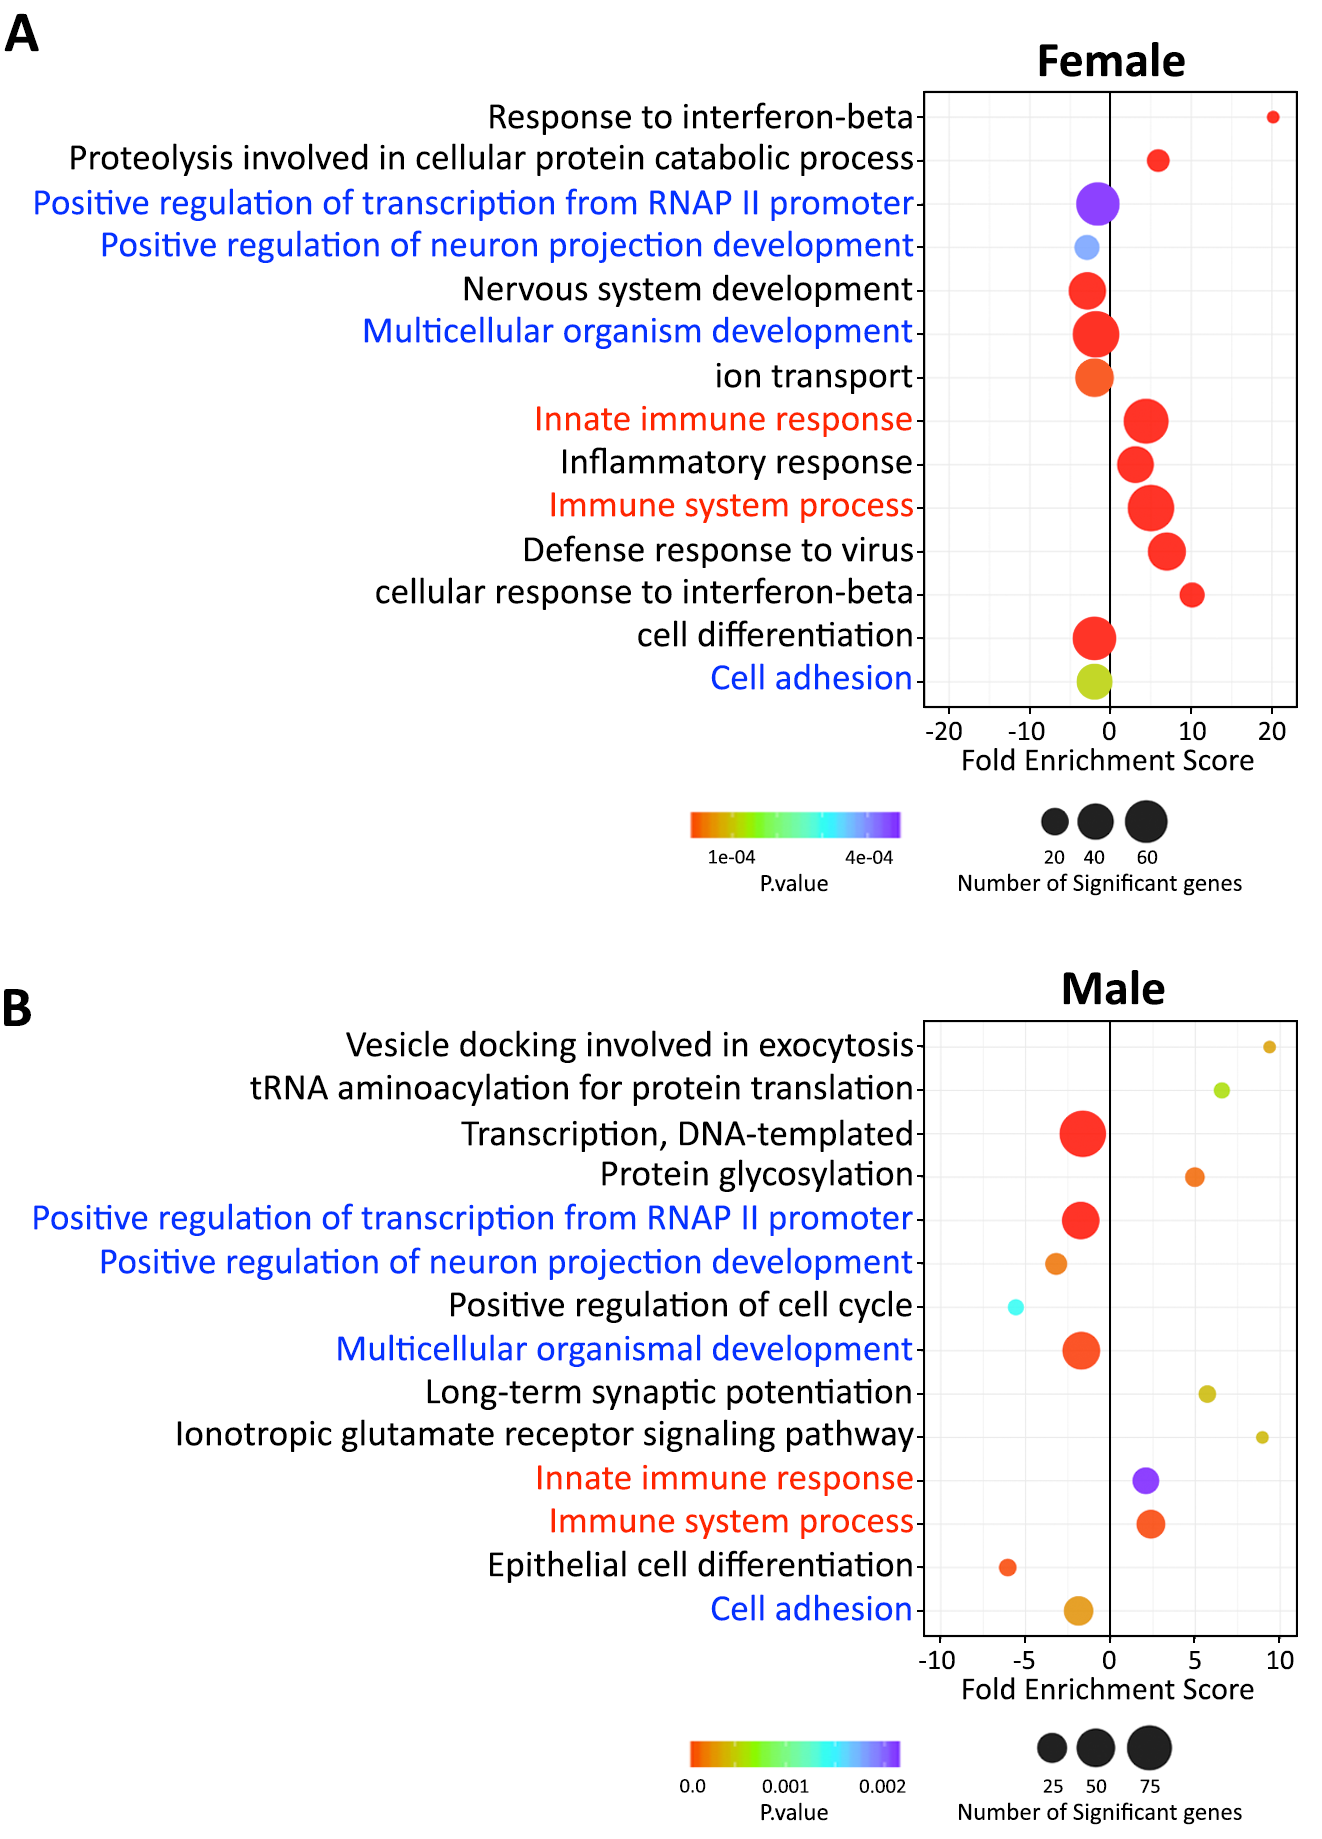

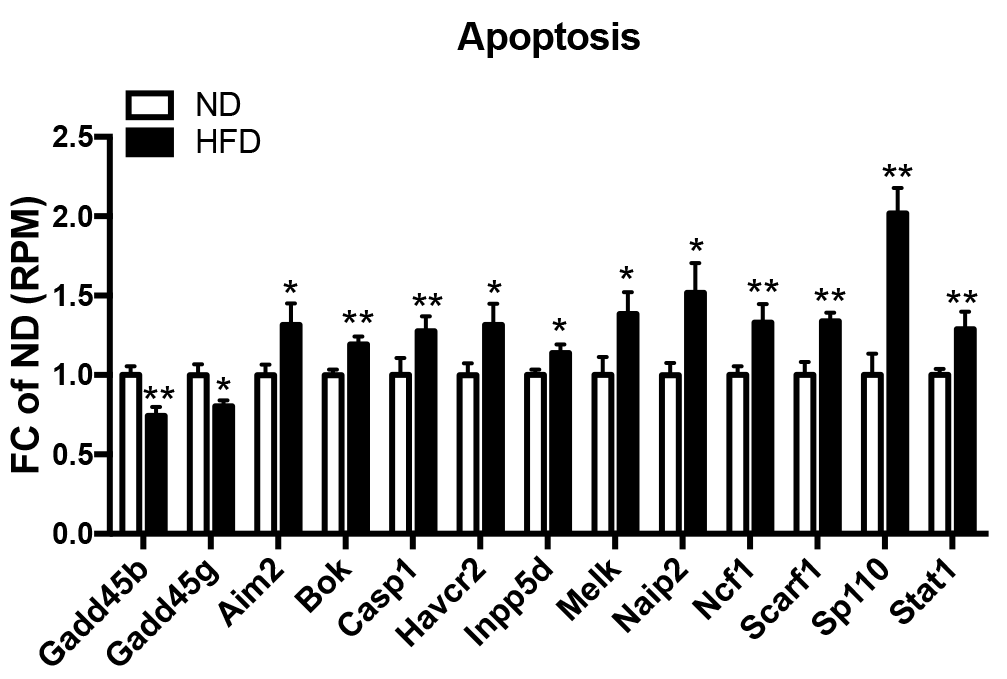

**Supplementary Figure. 3 (Related to Fig. 2). HFD significantly modulates genes associated with apoptosis.** Genes that are significantly increased by HFD were selected from diseases/function annotations by IPA (p = 4.46E-11, z-score=2.046, See Fig. 2B). Fold change (FC) of ND was calculated from the number of reads per million (RPM) for each gene and each sample. Statistics is by edgeR, *, p<0.05; **, p<0.01.

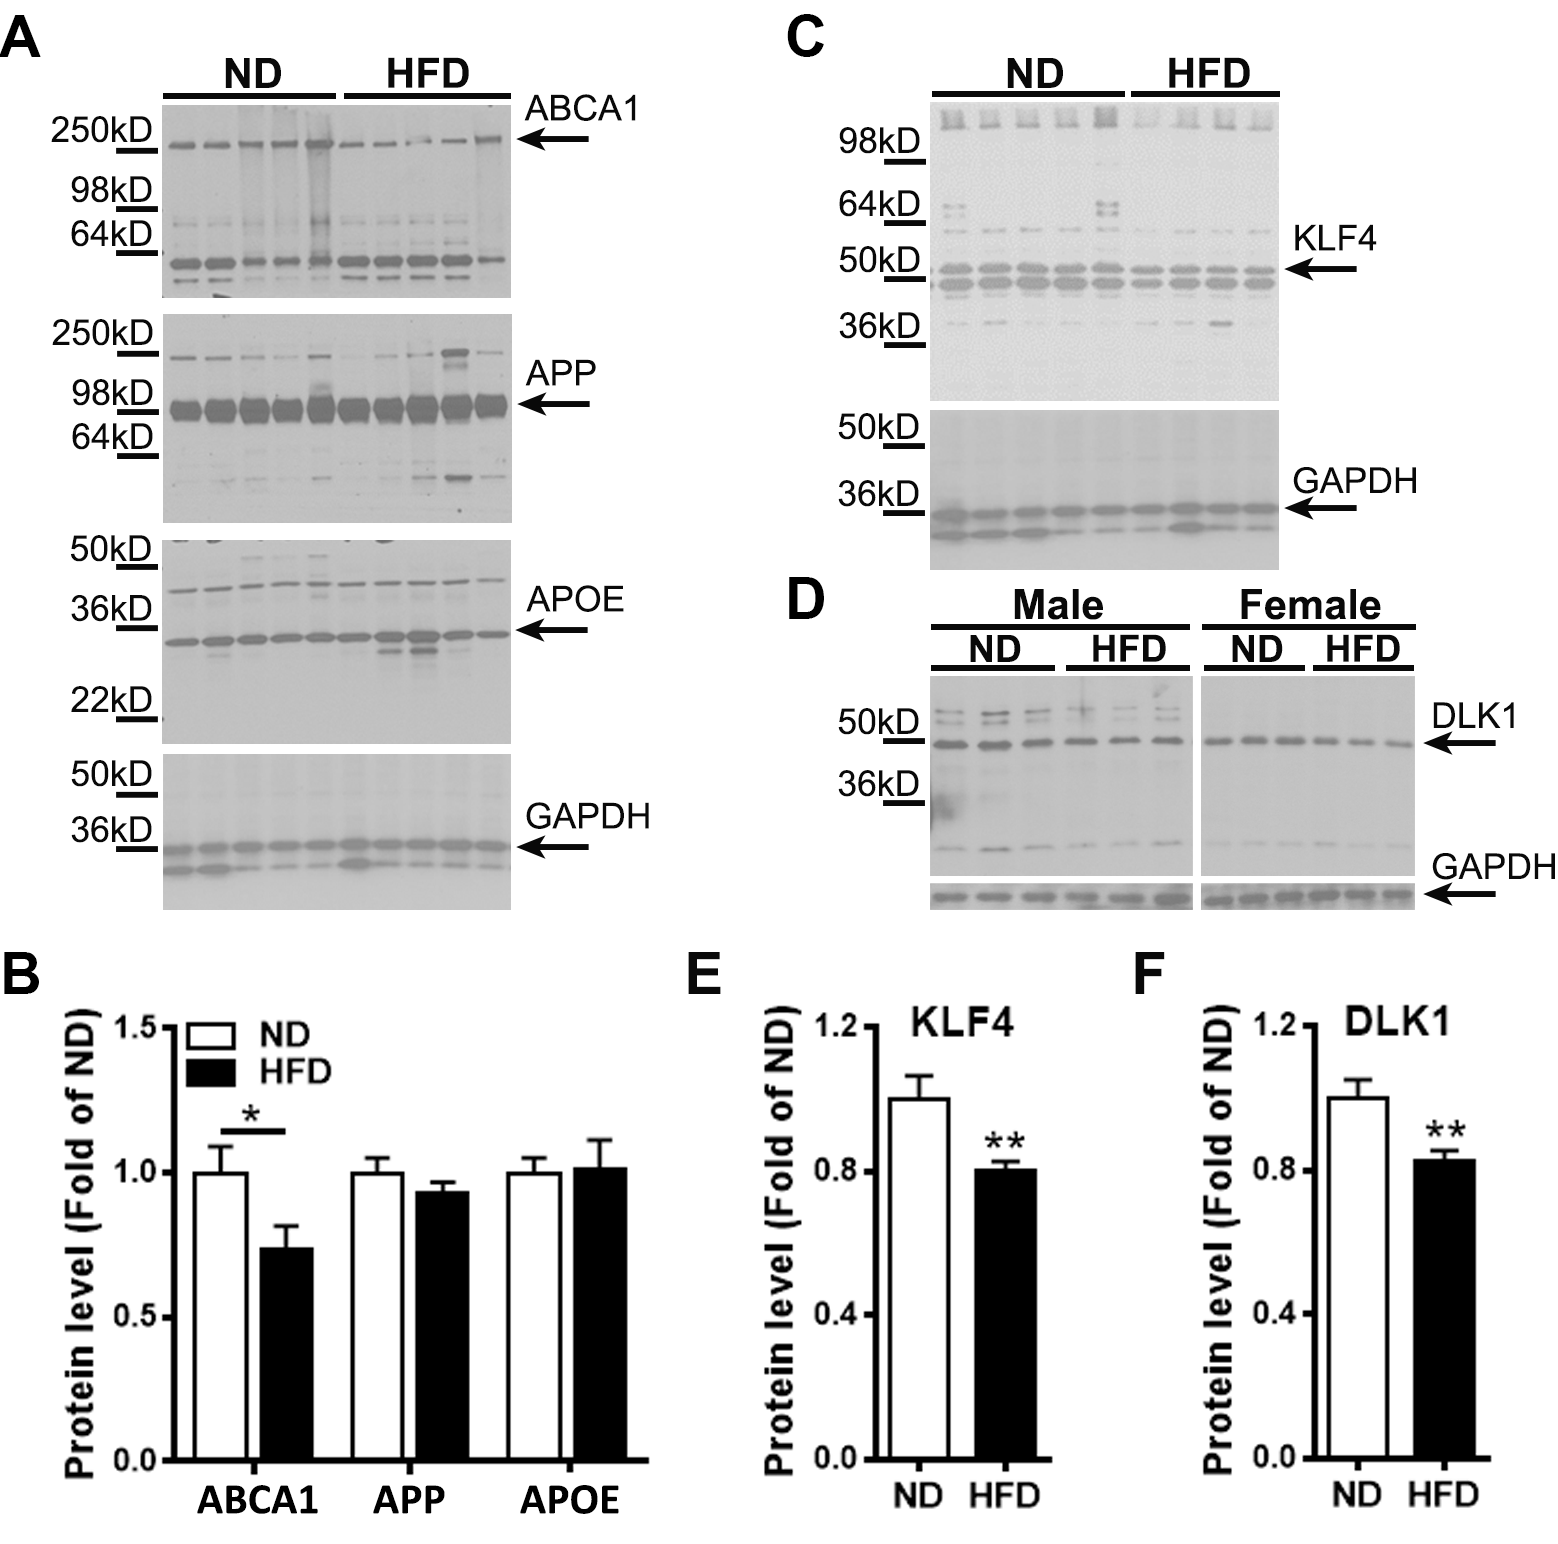

**Supplementary Figure 4 (Related to Fig. 2).** **HFD induces a decrease of protein expression of ABCA1, DLK1 and KIF4 but does not affect APP and APOE**. **(A** and **B)** HFD decreases ABCA1 protein level but does not affect APP and APOE. Representative images (A) and quantitation (B) of WB for ABCA1, APP, APOE. GAPDH is used as a loading control. Data are presented as fold of ND. N=4-5 mice/gender/group. Student’s *t*-test, *, p < 0.05. **(C** - **F)** HFD decreases DLK1 and KFL4 protein level. Representative image of DLK1 and KLF4 Western blots (C and D, respectively) and quantitation of protein levels (E and F) from male and female mice. GAPDH is used as a loading control. N=4-6 mice per gender/group. Statistics is by Student’s *t*-test, **, p < 0.01.

**Supplementary Figure. 5 (Related to Fig. 2). HFD decreases VGAT/SLC32A1 but not VGLUT/SLC17A7 protein level in the brain.** **(A-D)** HFD decreases VGAT/SLC32A1 protein and mRNA level. (A) Representative images of VGAT staining in ND and HFD mice brain. (B) Decreased percent VGAT staining in brains of mice fed HFD compared to ND. Significant decrease of VGat expression in brains of HFD fed mice. Vgat/Slc32a1 gene expression is presented as fold of ND from the RNA-seq results (C) and qPCR (D). RPM, reads per million. **(E-G)** HFD does not affect VGLUT/SLC17A7 protein and mRNA level. (E) Representative images and quantification (F) of VGLUT staining in brains of ND and HFD mice. (G) Vglut mRNA level as fold of ND from the RNA-seq results (RPM). For B and F, p value calculated by Student’ t-test, * p<0.05. N= 2 male and 3 female mice per group.

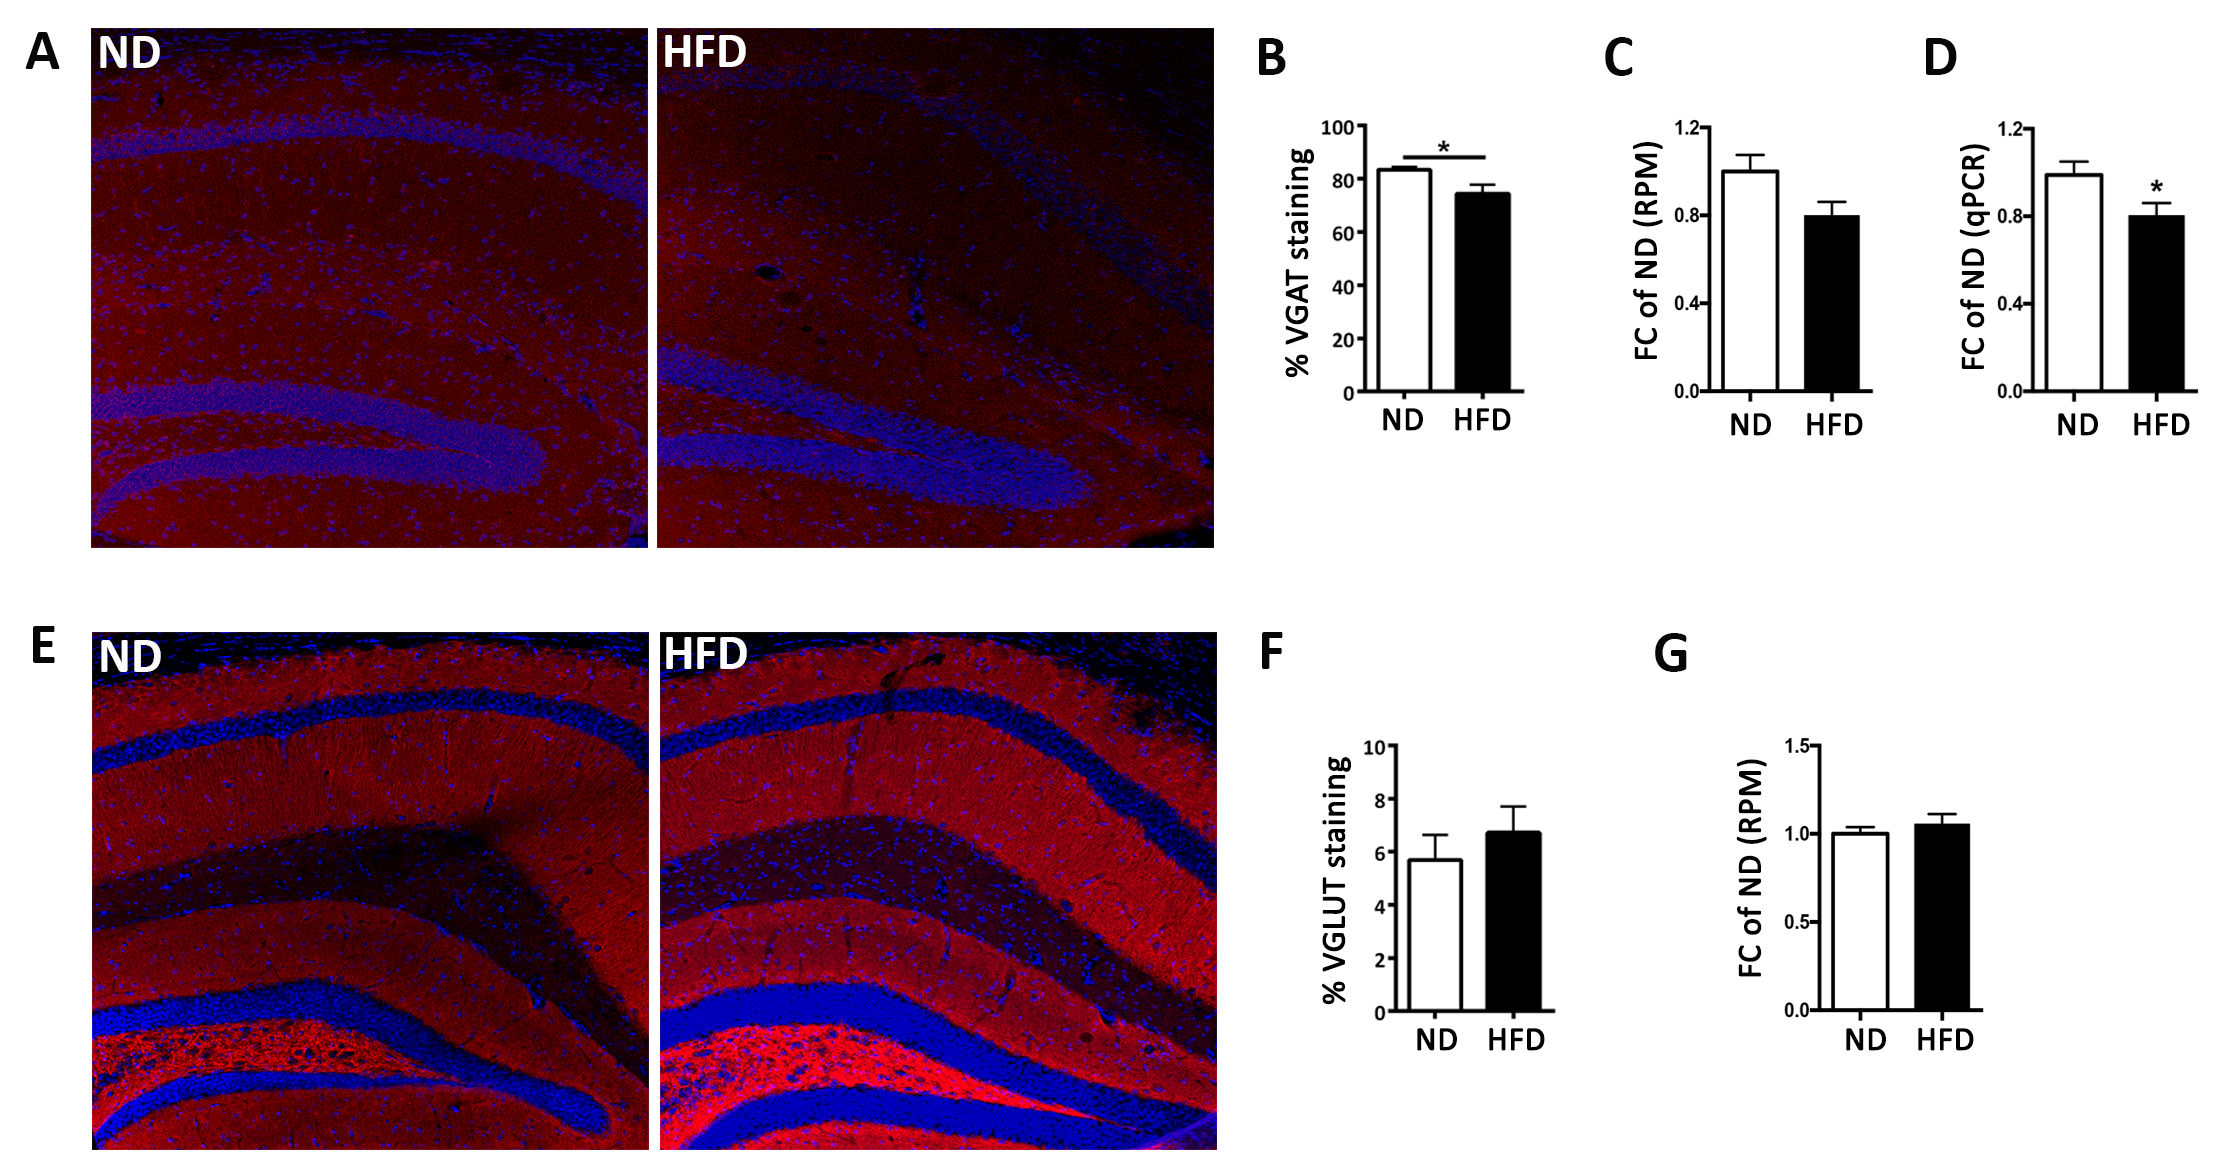

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

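RNA-seq of cortex from 19 APP23 mice was analysed: 6 females and 4 males on ND, and 5 females and 4 males on HFD, 1 library per mouse with no pooling. The paper and the submitters' notes on extraction give the tissue as cortex, while the tissue label of the samples is brain. The labels give no batch, litter or sequencing run, and no mouse is in more than 1 group.

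The authors counted reads per gene with Subread (version 1.4.0 in the submitters' notes) and featureCounts on mouse build mm9, and deposited the count of each gene in each library. Beside it the authors deposited the RPM of each gene, and library totals recovered from the 2 kinds of value give the RPM back from the counts within 5e-10. The table lists 14996 genes, every one over 1 RPM in at least 2 libraries, and 99.2% of each library's total lies in them. All 38 value columns were used. No strand setting is stated in the sources used here, and no coordinates were used.

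The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts. It kept genes by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM and used robust dispersions (statmod 1.5.0). Females and males were fitted alone, both sexes together with a term for sex, and both sexes with a term for the interaction of diet and sex. P-values were adjusted by Benjamini-Hochberg, and a threshold of 0.05 was used throughout. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 on the log2 CPM values and weights of voom. The tests used a preset correlation of 0.01 and an estimated one, and were adjusted over 51 lists. List means, and the regressions with a covariate on them, used log2 CPM with a prior count of 2. Group values in RPM are means with SD. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and labels read with jsonlite 2.0.0.

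Genes are named by a rule set before the values were seen. It takes every gene the paper names in text or figures, the 5 genes with the smallest p in each direction of each comparison, the 3 with the smallest p for the interaction, up to 10 per direction among genes past an adjusted p of 0.05, and the 4 with the smallest p of each list.

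Library totals ran from 9308206 to 17178044 reads. The biological coefficient of variation was 11.1% in females and 10.1% in males. The tests were tried on simulated counts of the same design and depth with 200 changed genes. A 1.5-fold difference passed an adjusted p of 0.05 for 88% of changed genes with both sexes together, 62% in females and 55.1% in males, and a 1.25-fold one for 54%, 24% and 16%. Of unchanged genes, 4.58% to 4.81% passed an unadjusted p of 0.05. The simulated genes varied independently, without the structure that real samples share across genes, so these rates may not hold for the real libraries. Genes of the X and Y chromosomes were checked against the sex given for every library and fit it. All 37 pairs of libraries within a group differed by more than counting noise (chi-square per degree of freedom from 4.51 to 18.3), so none is a copy of another.

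The alternatives tried were DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma-voom, limma on log2 of RPM plus 1, other scaling (RLE, upper quartile, library totals), no filter or a filter of 1 CPM in 4 libraries, a 4-group fit, no term for sex, the olfactory bulb or erythrocyte list mean as a covariate, leaving out each mouse, and leaving out the 2 mice whose identifiers begin with A. The homeostatic microglia list mean as a covariate was added after the data were seen. Mice were also divided into other groups of the same sizes within each sex, 100 drawn divisions for each comparison and all 35 for males.

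Gene Ontology and IPA scores, qPCR, protein, staining and lipid data were not analysed here.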

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

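The 3 patterns weighed below and their tests were chosen after the list results had been seen, the tests on the 10 genes of Fig. 2E 1 by 1 after the results of the others, and the other values here come from rules set before.

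Interferon-stimulated genes, which the paper does not discuss as a group, were higher on HFD (adjusted p = 9.83e-37 by camera, median log2 fold change 0.54; 0.0746 with an estimated correlation). In 100 divisions of the mice within each sex only the real one gave a camera p as small (1 of 100, 1.93e-38, and 1.08e-34 in the nearest other). Chance is therefore less likely for this list taken alone. It is not excluded, as 1 of 100 is the lowest share these divisions can give and the list was picked from 51. The list also holds genes that the paper picked under the real diets, which may favour the real division. A p under 0.05 was given to the list by 71 of the other divisions, which points to a structure of the samples beyond diet. More blood in the HFD libraries is argued against as the whole cause. With the mean of 4 haemoglobin genes as a covariate the diet coefficient of the list keeps 77.1% (SE 25.8) of its size, from 0.582 (SE 0.133) to 0.448 (SE 0.15). That is only just over 1 SE above the bound of 50%, so blood as a large part of the cause is not excluded. Here and below a value counts as on 1 side of this bound when it lies more than 1 SE from it. More microglia cannot be told apart from a response within cells, since with the mean of 16 homeostatic microglia genes as a covariate 52.7% (SE 20.8) stays, 0.307 (SE 0.121), which the spread leaves on neither side of the 50% set as the bound. A diet effect on interferon signalling stays open as a hypothesis from these same data.

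Red blood cell genes were higher on HFD (adjusted p = 0.00156, median log2 fold change 2.08; 0.204 with an estimated correlation), with a median of 2.74 in females and 0.34 in males (adjusted p = 0.746 in males). Alas2, which the paper places with mitochondrial function, is itself in this list and counts toward these values. If residual blood after perfusion differed between the diets, Alas2 would lose most of its difference once haemoglobin is taken into account. With the haemoglobin mean as a covariate the diet coefficient of Alas2 keeps 24.9% (SE 21.9), from 1.41 (SE 0.481) to 0.353 (SE 0.31), so a differing share of blood is a candidate explanation for it. The haemoglobin mean itself had a log2 fold change of 1.76 (SE 0.682). A diet effect on red cells in the animals was not tested and stays open.

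Olfactory bulb genes were lower on HFD (adjusted p = 1.08e-13 by camera, 0.159 with an estimated correlation, median log2 fold change -1.08). A camera p as small as 4.23e-15 came from 4 of 100 divisions, the real one counted, the smallest being 2.64e-17. Chance is therefore less likely for this list taken alone, but not excluded, and the list was picked from 51. It also holds Calb2, Sp8 and Th, which the paper picked under the real diets, and these may favour the real division. A p under 0.05 was reached in 71 of the others, a structure of the samples beyond diet. With the mean of 17 olfactory bulb genes that the paper does not name as a covariate (log2 fold change -0.952, SE 0.317), the median of Calb2, Dlk1, Gnrh1, Sp8 and Th keeps 35.4% (SE 16.6), from -1.29 (SE 0.292) to -0.456 (SE 0.213). Beside a median of several genes, here and below, the SE is that of the diet coefficient of their mean log2 CPM. It therefore only approximates the spread of the median. For the 5 as a set a differing share of olfactory bulb tissue cannot be told apart from a diet effect, as the value lies within its spread of the 50% bound. 1 by 1, with the larger SE of 2 fits, Th keeps 12% (SE 13.5), Calb2 20.9% (SE 15.2) and Sp8 34.2% (SE 9.76), so bulb tissue is a candidate explanation for these 3, while Dlk1 keeps 65.9% (SE 57.4) and Gnrh1 73.1% (SE 27.1), which leaves it open for both. The bulb's projection neuron genes Eomes, Tbx21, Cdhr1 and Doc2g were lower as well (median -1.16, SE 0.555), Tbx21 by itself without passing (-1.1, SE 0.55). They belong to the olfactory bulb list, which was weighed because it was lower, so their joint shift is partly built in. Whether fewer interneurons alone explain the pattern therefore cannot be decided from them and stays open. The median of Egr2, Fosl2, Kdm6b, Klf4 and Nr4a3 keeps 90.2% (SE 27.8), from -0.56 (SE 0.122) to -0.505 (SE 0.156), which argues against bulb tissue as the whole cause for the set. 1 by 1 this holds for Fosl2, which keeps 80% (SE 28), and Klf4, 112% (SE 23.5). It stays open for Egr2, 92.8% (SE 45), Nr4a3, 83.9% (SE 48.3), and Kdm6b, which keeps 40.6% (SE 16.5), from -0.37 to -0.15.

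Immediate early genes were lower on HFD with a camera p of 6.76e-13, and 4 of 100 divisions gave one as small (8.79e-18 in the smallest other). The list holds genes that the paper picked under the real diets, among them Klf4 and Fosl2, which had its smallest p. The real division may therefore be favoured, and how far was not tested. With that limit chance is less likely for this list taken alone, but not excluded, and the list was picked from 51. With an estimated correlation the list does not pass (adjusted p = 0.171), and 62 of the other divisions reached a p under 0.05, which again points to a structure of the samples.

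Of the counts of genes, 3 of 100 divisions called as many at an unadjusted p under 0.05 in both sexes together (1835 against 2555 in the highest other). As many in the same direction in females and in males were called in 3 of 100 (141 against 348), the real one counted. Chance is therefore less likely for both, but not excluded, as some other divisions called more. It stays open for females (9 of 100, 1243 against 2132) and males (5 of all 35, 1202 against 1989). At an adjusted p under 0.05 the quasi-likelihood test of edgeR called 0 genes in both sexes together and 0 for the interaction. All 100 of 100 divisions therefore called as many. The median of the other divisions was 0 for both, while the highest called 124 and 12 genes, which points to a structure of the samples that does not follow diet. In a principal component analysis of log2 CPM, component 1 (27.1% of the variance) had a correlation of 0.919 with the olfactory bulb list mean. Component 2 (15.4%) had one of -0.775 with the striatum list mean.

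Other lists outside those the paper discusses also moved. Antigen presentation genes were higher (adjusted p = 1.94e-08; 0.171 with an estimated correlation), as were targets of the integrated stress response and ATF4 (1.09e-05; 0.19), reactive astrocyte genes (1.09e-05; 0.182) and oligodendrocyte genes (0.000154; 0.45). Lower were genes of the hypothalamus, septum and basal forebrain (1.43e-09; 0.171), the thalamus (0.00318; 0.171), the hippocampus (0.0422; 0.171) and the choroid plexus (0.0111; 0.45). Together 11 of 23 such lists passed at the preset correlation and 0 with the estimated one. Over leaving out each mouse the adjusted p of camera ran from 0.021 to 0.124 for the hippocampus and from 0.000371 to 0.0673 for the choroid plexus. Both calls are therefore lost without some mice.

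The response to diet differed between the sexes at the preset correlation for 14 of 51 lists and for 0 with the estimated one. In males relative to females the response was higher for synaptic vesicle and release genes (0.000289), neuron projection and cytoskeleton genes (0.000289), neurotransmitter receptors (0.00164), glutamatergic cortical neurons (0.0353) and axon guidance (0.0489). It was lower for interferon-stimulated genes (0.000485), astrocytes (0.000289), endothelial cells (0.00156), reactive astrocytes (0.015), striatum (0.0216), antigen presentation (0.024), oligodendrocytes (0.024), erythrocytes (0.024) and pericytes and smooth muscle (0.0307). These are adjusted p-values of camera, and with an estimated correlation they run from 0.522 to 0.89.

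Single libraries stood apart from the rest of their group in 17 of 236 groups of values, where chance alone gives about 12. HFD female F1063 stood apart in 6: mean log2 CPM of 2.16 for choroid plexus (others 0.04 to 0.52), 2.7 for peripheral myeloid and lymphoid cells (0.71 to 0.95), 3.97 for striatum (5.67 to 6.22), 4.87 for cortical interneurons (5.12 to 5.18) and 11.38 for transgene-related genes (11.1 to 11.18), and 99.158% of its total in listed genes (99.187 to 99.195). ND female F1102 had 5.37 for glucocorticoid-responsive genes (4.44 to 4.68), 2.76 for choroid plexus (0.06 to 0.88) and 5.73 for amyloid processing (5.58 to 5.63). ND female A1092 had 5.27 for homeostatic microglia (4.98 to 5.05) and 39 RPM of Trem2 (16.7 to 21.3). HFD male F1065 had 4.93 for cortical interneurons (5.2 to 5.24) and 3.01 RPM of Alas2 (0.461 to 0.882). HFD male A1095 had a library total of 10844280 (10207218 to 10299172), HFD male F1145 4.86 for oligodendrocyte precursors (4.98 to 4.99), ND male F1080 4.49 for mitochondrial import and translation (4.54 in the nearest), and ND male F1128 5.67 for amyloid processing (5.61 to 5.62).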

How the results depend on the processing

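The tests with the homeostatic microglia list as a covariate were chosen after the results were seen. No paired analysis was possible because no mouse identifier is shared between the groups.

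Counts of genes are given higher then lower. At an adjusted p of 0.05 the quasi-likelihood test of edgeR and limma-voom left 0 within each sex, and the former 0 shared by the sexes. DESeq2 gave 16 and 32 in females and 3 and 2 in males, the exact test 24 and 27 and 4 and 7, the likelihood ratio test 17 and 24 and 3 and 5, and the 4-group fit 0 and 1 in males. Leaving out ND female F1102 gave 0 and 2 in females, ND male F1128 1 and 1 and HFD male F1145 0 and 1 in males. Without adjustment the count in both sexes together was 894 and 941 where the quasi-likelihood test of edgeR left 0. At an adjusted p under 0.05 in both sexes together, DESeq2 gave 63 and 62, the likelihood ratio test 64 and 60, limma on log2 of RPM plus 1 gave 4 and 5, library totals 5 and 3, leaving out the 2 mice with A identifiers 3 and 0, and leaving out each mouse 0 to 12 and 0 to 11 (12 and 11 without ND female A1092, 8 and 2 without HFD female F1094, 3 and 3 without HFD male F1145, 0 and 1 without HFD female F1076). For the interaction the count was 0 under every setting run.

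At an unadjusted p under 0.05 the olfactory bulb covariate left 253 and 222 in females, 321 and 405 in males and 13 and 11 shared. The homeostatic microglia covariate left 321 and 418, 241 and 286, and 12 and 14. Limma on log2 of RPM plus 1 gave 907 lower in males and 109 lower in both sexes. Leaving out each mouse gave 381 to 779 higher in females (381 without HFD female F1252), 337 to 853 and 380 to 761 in males (337 and 380 without ND male F1079, 347 and 392 without HFD male F1065), and shared counts of 38 to 114 (38 without HFD male F1065, 114 without ND female A1092) and 42 to 105 (42 without ND male F1079, 44 without ND female F1104, 105 without ND male F1128). Scaling moved the share of called genes that were higher: in males from 50% to 31.6% with library totals and 31.2% with log2 RPM, in both sexes together from 48.7% to 35.3% and 35.6%, and for the interaction from 54.4% to 35.1% and 36.5%. The cause was not tested.

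The interferon-stimulated list kept its call in every setting (adjusted p = 6.07e-49 to 1.46e-30 over leaving out each mouse, 9.95e-16 with the microglia covariate) except with an estimated correlation (0.0746). So did the immediate early list (4.89e-15 to 1.53e-08; 1.06e-06; 0.171 with an estimated correlation). Disease-associated microglia kept theirs over leaving out each mouse (6.13e-16 to 8.93e-09) and lost it with an estimated correlation (0.171) and with the microglia covariate (0.801).

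Other lists changed direction in some settings, given as adjusted p. With the olfactory bulb covariate these were mitochondrial genes named in the text (0.911), glutamatergic neurons (0.587), synaptic vesicle and release (0.438), mitochondrial import and translation (0.719), cholesterol synthesis (0.055), glucocorticoid-responsive genes (0.127), amyloid processing (0.231), oligodendrocyte precursors (0.911) and meninges (0.0891). With the erythrocyte covariate they were flippases and scramblases (0.924), mitochondrial import and translation (0.855), cholesterol synthesis (0.0218) and striatum (0.0906). With the microglia covariate they were Toll-like receptors (0.831), cholesterol synthesis (0.00973), circadian clock (0.784), oligodendrocyte precursors (0.757), meninges (0.0266), peripheral cells (0.277) and striatum (0.0825). Without the mice with A identifiers they were flippases and scramblases (0.887), oxidative phosphorylation (0.932), LXR targets (0.903) and astrocytes (0.932). With library totals they were LXR targets (0.936), meninges (0.83), peripheral cells (0.808) and striatum (0.804), and with log2 RPM the same 4 (0.933, 0.843, 0.613, 0.933). Others were mitochondrial genes named in the text and oxidative phosphorylation with upper quartile scaling (0.985, 0.955), peripheral cells with RLE (0.994), LXR targets and peripheral cells with the filter of 1 CPM (0.999, 0.992), and mitochondrial genes named in the text, meninges and peripheral cells with no term for sex (0.906, 0.897, 0.994). The cause was not tested.

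Leaving out each mouse changed direction in lists that ran from 0.836 to 0.995 (mitochondrial genes named in the text), 0.54 to 0.972 (flippases and scramblases), 0.168 to 0.995 (neuron projection), 0.265 to 1 (oxidative phosphorylation), 0.565 to 0.993 (mitochondrial import), 0.647 to 0.991 (cardiolipin and phosphatidylserine), 0.0484 to 0.993 (cholesterol, lowest without HFD female F1063), 0.727 to 0.991 (LXR targets), 0.471 to 0.912 (PPAR targets), 0.72 to 0.998 (amyloid processing), 0.366 to 0.998 (astrocytes), 0.424 to 0.959 (oligodendrocyte precursors), 0.387 to 0.995 (meninges), 0.819 to 0.999 (peripheral cells) and 0.0339 to 0.999 (striatum, lowest without HFD female F1063).

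Of single genes, the log2 fold change changed sign with the olfactory bulb covariate for Cox6a2 (-0.097), Slc17a7 (-0.002), Apoe (0.003) and Abca1 (0.141), and with the microglia covariate for P2ry12 (-0.096), Aldh1l2 (-0.005) and Pknox1 in females (-0.005; 0 with log2 RPM). Leaving out each mouse gave -0.087 to 0.037 for Abca1 and -0.017 to 0.031 for Pknox1 in females. The other single genes kept their sign in all settings run, 2109 of their values under other settings and 2708 of those without 1 mouse also keeping the side of an adjusted p of 0.05. In simulated data of this design 27 of 50 genes changed 1.25-fold, 44 of 50 changed 1.5-fold and 49 of 50 changed 2-fold passed an adjusted p of 0.05 in both sexes together. Simulated genes varied independently, so these rates may not hold for the real libraries.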

Differences from the paper's values

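The alternatives named here were set before the data were examined, except the homeostatic microglia covariate, which was chosen after seeing the values.

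For genes called in both females and males the paper gives 301 higher and 165 lower, where 73 and 68 were found at the same threshold of an unadjusted p under 0.05. No alternative reaches the paper's values. The closest were 114 higher without ND female A1092, and 109 lower with limma on log2 of RPM plus 1. Leaving out ND male F1128 gave 105 lower, and the olfactory bulb covariate 13 higher and 11 lower. The homeostatic microglia covariate gave 12 and 14. For the genes called within each sex (597 higher and 632 lower in females, 631 and 654 in males, as the paper gives them) the counts found here lie within 1.5 times.

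The legend of Fig. 2 gives 5 HFD mice of each gender, and 4 HFD males were found.

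Of the 45 folds read by eye from Figs. 2C, 2E, 7B, S3 and S5, all 45 lie on the same side of 1 as the values computed in the paper's way from RPM, and 43 within 1.5 times. The 2 others, about 0.29 for Th and about 0.31 for Sp8 in Fig. 2E, read by eye, against 0.479 and 0.48 here, differ by less than the spread between mice.

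Among genes the paper marks as changed, these do not pass an unadjusted p of 0.05 here: Abat, Nr4a1, Cox6a2 and Mthfd2 in Fig. 7B, Bok and Casp1 in Supplementary Fig. S3, and Slc32a1. All of these lie in the direction the paper gives. DESeq2 and the likelihood ratio test of edgeR call Bok and Slc32a1, limma-voom calls Nr4a1, and limma on log2 of RPM plus 1 calls Nr4a1, Bok and Slc32a1. Without ND female A1092, or without both mice whose identifiers begin with A, Abat, Cox6a2, Mthfd2, Bok, Casp1 and Slc32a1 are called. The erythrocyte covariate calls Mthfd2 and Bok, and the olfactory bulb covariate Casp1. Leaving out another mouse calls Abat (HFD female F1252), Nr4a1 (HFD female F1063 or HFD male F1145), Mthfd2 (HFD female F1076 or ND male F1128), Bok (ND female F1073 or HFD female F1076), Casp1 (ND male F1079) and Slc32a1 (ND female F1073 or HFD female F1252).

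Of the 28 genes of Fig. 7A, 20 pass. Among those that do not are Cox6a2, Mthfd2 and Abat, named above, and Iars2 (0.06, SE 0.04), Polg (-0.06, SE 0.04), Atp5c1 and Hspa1l (0.19, SE 0.10). Without ND female A1092 Iars2, Polg and Hspa1l are called, and without both mice with A identifiers or with the erythrocyte covariate Iars2 and Hspa1l. Library totals and limma on log2 of RPM plus 1 call Atp5c1, as does leaving out HFD female F1100, HFD female F1252, ND male F1080 or HFD male F1145, and leaving out ND female F1073 or HFD female F1076 calls Hspa1l.

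The paper lists P2ry12 among genes that rose, and its log2 fold change here was 0.05, SE 0.06. The paper also states that synaptic transmission genes fell. Synaptic vesicle and release genes had 2 higher and 0 lower of 28, and transmitter receptor genes 0 higher and 3 lower of 34. Both lists were set for this re-analysis, are not the gene ontology categories the paper used, and hold neither Slc32a1 nor Slc17a7. The paper's qPCR of Slc32a1 and its VGAT staining were not analysed here. In females alone the receptor genes were lower as the paper states, with 1 higher and 4 lower of 34 (adjusted p = 0.00834 by camera, 0.243 with an estimated correlation).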

Other observations

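The lists below were set before the values were seen, while the weighing of single lists against the divisions of the mice was chosen after.

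Reactive astrocyte genes had 8 higher and 0 lower of 20 on HFD in both sexes together at an unadjusted p under 0.05. Among them were Lcn2, an iron-binding protein of inflamed astrocytes (log2 fold change 1.75, SE 0.56; dropped by the count filter without HFD females F1063, F1076 or F1252), Osmr, the receptor of oncostatin M (0.55, SE 0.17), Gbp2, an interferon-induced GTPase (0.42, SE 0.13), and Psmb8, a subunit of the immunoproteasome (0.38, SE 0.13). In females 6 were higher and 0 lower of 19 (adjusted p = 1.67e-06 by camera; 0.203 with an estimated correlation), and in males 1 and 1 (0.357). Genes of resting astrocytes had 0 higher and 1 lower of 15 (adjusted p = 0.922 by camera), and were lower in males alone (0.00311; 0.452 with an estimated correlation). All 15 oligodendrocyte genes had positive log2 fold changes and 2 were called, with Cldn11, a tight junction protein of myelin (0.29, SE 0.12), and Mag, a myelin adhesion protein (0.21, SE 0.09), the 2. Cldn11 lost the call (0.19 to 0.27) without ND females F1074, F1104 or F1139, HFD females F1100 or F1252, or HFD males F1065 or F1129, and Mag (0.15 to 0.21) without these or HFD female F1094, ND male F1131 or HFD male A1095. Targets of the integrated stress response and ATF4 had 14 higher and 0 lower of 40, among them Cebpg, a partner of ATF4 (0.16, SE 0.04), Slc7a5, a transporter of large amino acids (0.22, SE 0.06), and Mars, a methionyl-tRNA synthetase (0.17, SE 0.06). Risk genes of Alzheimer's disease had 5 higher and 0 lower of 24 (adjusted p = 0.000586; 0.0752 with an estimated correlation), of which the paper names 3. None of these genes passed an adjusted p of 0.05 over all genes with the quasi-likelihood test of edgeR or limma-voom, and Cebpg did with DESeq2.

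Lipid and clock genes did not move as groups. Cholesterol synthesis had 0 higher and 0 lower of 24 (adjusted p = 0.973), LXR targets and lipid transport 2 and 1 of 25 (0.994), PPAR targets and fatty acid oxidation 1 and 1 of 28 (0.822), glucocorticoid-responsive genes 1 and 1 of 19 (0.175) and the circadian clock 0 and 3 of 18 (0.303). Amyloid processing had 2 and 1 of 16 (0.922). App, which encodes the amyloid precursor protein (0.15, SE 0.06), and Thy1, whose promoter drives the transgene (0.33, SE 0.11), were higher at an unadjusted p under 0.05, App losing the call without HFD female F1063, ND male F1079 or HFD male F1065 (0.11 to 0.13), and reads of the human transgene were not separated from mouse App. The paper reports the full-length APP protein as unchanged by HFD, so higher transgene expression cannot be read from these RNA values. Abca1 (-0.01, SE 0.11) and Apoe (-0.02, SE 0.06) mRNA showed no difference, beside the ABCA1 protein that the paper reports as lower and the APOE protein it reports as level.

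Among other cell types, endothelial cells had 3 higher and 1 lower of 14 (adjusted p = 0.097; in females alone 4 and 0, 0.000879, and 0.22 with an estimated correlation), pericytes and smooth muscle 0 and 0 of 9 (0.624), oligodendrocyte precursors 1 and 0 of 10 (0.785), meninges 0 and 0 of 14 (0.94) and peripheral myeloid and lymphoid cells 3 and 0 of 7 (0.994). Striatum genes had 0 and 0 of 19 (0.922), while thalamus genes had 0 higher and 4 lower of 13, with Zic4 (-1.16, SE 0.25) and Prkcd, a protein kinase C (-0.75, SE 0.23). Choroid plexus genes had 0 and 3 of 10, with Prlr, the prolactin receptor (-1.31, SE 0.45), and hippocampus genes 0 and 3 of 14, with Fibcd1, a chitin receptor (-0.64, SE 0.20). In the hypothalamus, septum and basal forebrain list Hap1, a partner of huntingtin, was lower (-0.65, SE 0.20), and Ret, the receptor of glial neurotrophic factors, which the paper names, was lower as well (-0.91, SE 0.20).

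Samples differed in regional genes apart from diet. The olfactory bulb list mean ran from 3.87 to 4.86 log2 CPM in ND males and 1.96 to 3.51 in ND females, and from 1.56 to 4.44 in HFD males against 1.78 to 2.01 in HFD females. With this list as a covariate 2 of the 9 genes of Fig. 2C, 6 of the 10 of Fig. 2E, 1 of the 11 of Fig. 7B and 6 of the 13 of Supplementary Fig. S3 stay under an unadjusted p of 0.05; with the homeostatic microglia list, 2, 7, 2 and 2 do, a test added after the data were seen. A lost call does not by itself show that the difference was removed: with the olfactory bulb covariate the median log2 fold change of the 9 genes of Fig. 2C went from 0.68 (median SE 0.21) to 0.38 (0.25), and 6 of the 7 that lost the call kept over 50% of their fold. In Fig. 2E the median went from -0.93 (0.28) to -0.49 (0.16), and 2 of the 4 that lost it kept over 50%. With the homeostatic microglia covariate the median of Fig. 2C fell to 0.11 (0.10), none of its 7 lost genes keeping 50%, and that of Fig. 2E to -0.83 (0.35), with all 3 keeping over 50%. For Supplementary Fig. S3 the median size went from 0.39 to 0.29 with the olfactory bulb covariate (4 of 6 lost genes kept over 50%), 0.37 with the erythrocyte one (6 of 6) and 0.22 with the microglia one (5 of 9). For Fig. 7B it went from 0.32 to 0.13 (4 of 5), 0.31 (1 of 2) and 0.25 (3 of 4). Some of the genes tested are themselves in a covariate, so part of their loss is built in. These are Calb2, Sp8 and Th of Fig. 2E (olfactory bulb), Cx3cr1 of Fig. 2C (homeostatic microglia) and Alas2 of Fig. 7B (erythrocytes). Among 100 divisions of the mice the camera p of cortical interneurons was as small in 1, of adult neurogenesis in 2, of cytokines in 4, of homeostatic microglia in 6, of disease-associated microglia in 7, of reactive astrocytes in 11, of oligodendrocytes in 24 and of choroid plexus in 31, the real one counted, and 63 of the other divisions gave disease-associated microglia a p under 0.05. The preset correlation therefore gives p-values that are too small in these libraries.

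With both sexes together 8 genes were higher and 6 lower at an adjusted p under 0.1 with the quasi-likelihood test of edgeR, where 0 passed 0.05.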
